# Genome-wide transcriptome analysis of gametophyte development in *Physcomitrella patens*

**DOI:** 10.1186/1471-2229-11-177

**Published:** 2011-12-15

**Authors:** Lihong Xiao, Hui Wang, Ping Wan, Tingyun Kuang, Yikun He

## Abstract

**Background:**

Regulation of gene expression plays a pivotal role in controlling the development of multicellular plants. To explore the molecular mechanism of plant developmental-stage transition and cell-fate determination, a genome-wide analysis was undertaken of sequential developmental time-points and individual tissue types in the model moss *Physcomitrella patens *because of the short life cycle and relative structural simplicity of this plant.

**Results:**

Gene expression was analyzed by digital gene expression tag profiling of samples taken from *P. patens *protonema at 3, 14 and 24 days, and from leafy shoot tissues at 30 days, after protoplast isolation, and from 14-day-old caulonemal and chloronemal tissues. In total, 4333 genes were identified as differentially displayed. Among these genes, 4129 were developmental-stage specific and 423 were preferentially expressed in either chloronemal or caulonemal tissues. Most of the differentially displayed genes were assigned to functions in organic substance and energy metabolism or macromolecule biosynthetic and catabolic processes based on gene ontology descriptions. In addition, some regulatory genes identified as candidates might be involved in controlling the developmental-stage transition and cell differentiation, namely MYB-like, HB-8, AL3, zinc finger family proteins, bHLH superfamily, GATA superfamily, GATA and bZIP transcription factors, protein kinases, genes related to protein/amino acid methylation, and auxin, ethylene, and cytokinin signaling pathways.

**Conclusions:**

These genes that show highly dynamic changes in expression during development in *P. patens *are potential targets for further functional characterization and evolutionary developmental biology studies.

## Background

Most plants originate from a single-celled zygote [1]. To achieve maturity, a plant must pass through different developmental stages that comprise a series of cell division, cell expansion and cell differentiation processes. Despite the practical difficulties, understanding the regulation of plant development is reasonably well advanced for some processes, including lateral root formation, seed development, and fruit development, and genes that regulate these processes have been identified [2-6]. However, we are still far from fully understanding the molecular mechanisms that govern development.

The increasing power of genomic tools enables the changes in expression of thousands of genes to be profiled in parallel during sequential developmental stages. Several high-throughput techniques can be used to study expression of mRNAs, proteins, and metabolites [7]. Although the final activity of a particular gene is determined by the encoded protein, measurements of mRNA levels have proven to be valuable for identification of the molecular changes that occur in cells. Transcriptomic analysis could also provide clues for construction of a digital *in situ *hybridization map of the cellular systems or cell-to-cell networks [8].

We chose to identify regulatory developmental genes using the model bryophyte, *Physcomitrella patens*. Although they diverged hundreds of millions of years ago, bryophytes have similar fundamental genetic and physiological features to those of seed plants [9]. Compared to vascular plants, bryophytes are argued to be an ideal system to study developmental mechanisms because of their accessible haploid stage and relatively simple structure [10]. Among bryophytes, the moss *Physcomitrella patens *has emerged recently as the bryophyte model of choice for several reasons, including its short life cycle (about 3 months) [11] and efficient homologous recombination [12]. Furthermore, *P. patens *is placed phylogenetically between algae and seed plants [13]. Therefore, studies on this species might be of both developmental and evolutionary significance.

The life cycle of *P. patens *consists of two generations: the haploid gametophyte generation followed by the diploid sporophyte [13]. Gametophyte development is further divided into two stages: a juvenile filamentous stage, termed the protonema, and leafy adult stage, termed the gametophore because each leafy stem is capable of generating the sex organs [14,15]. The vegetative development of *P. patens *involves only a few cell types. In *P. patens*, when the haploid spore germinates, or when a protoplast derived from protonema tissue regenerates, a single-celled filament forms with the apical cell dividing and elongating by tip growth. Soon after the filament forms, subapical cells divide obliquely and give rise to branches, thereby forming a highly branched filamentous network (protonema). Initially, the protonema has perpendicular cross walls and is filled with large, spherical chloroplasts; filaments comprising this type of cell are called chloronema. Subsequently, a second filament type develops, often in response to light and auxin, called a caulonema [13]. Compared with chloronemal cells, caulonemal cells are longer, divide more often, and contain fewer chloroplasts, which are smaller and flattened. Finally, the kind of branches produced changes from protonemal to those that give rise to leafy gametophores [16]. While protonemata grow in a two-dimensional network, the leafy gametophores grow upwards toward the light, thus forming a three-dimensional gametophyte.

Recently, the availability of a high-quality genomic sequence for *P. patens *[9] has facilitated '-omic' studies on this organism. In this study, we used the digital gene expression tag profiling (DGEP) strategy driven by high-throughput sequencing technology to profile the transcripts at different stages of *P. patens *gametophyte development and obtained spatiotemporal-specific gene regulation models for growth and differentiation. Furthermore, we also compared mRNA profiles from chloronemal and caulonemal tissues, isolated with laser-capture microdissection. These results provide a comprehensive catalogue of gene expression changes from which potentially regulatory changes can be mined.

## Results

### Gametophytic morphogenesis during the culture of *P. patens *protoplasts

Morphogenesis of moss gametophytes from protoplasts is similar to morphological development following germination of spores, but the similarity in gene expression level is unknown. This is in contrast to regeneration of the sporophyte from seed plant protoplasts, a process that proceeds through a callus phase and is often difficult to achieve in the laboratory [17]. In the present study, for *P. patens *a new cell wall was regenerated and a polar axis was established within 2 days of generating protoplasts. After 3 days of culture, chloronema containing two to three cells were present (Figure 1A). By day 14, small plants were present, containing both chloronema and caulonema (Figure 1B). In day 14 plants, chloronemal cells were about twice as numerous as caulonemal cells (Table 1). Differentiation of cells into these two cell types is supported by the significant differences in length and chloroplast number per cell (Table 1). By 24 days after protoplast formation, large numbers of buds had formed from protonemal filaments, which represent initiation of leafy shoots (Figure 1C). After one month, mature gametophores were present (Figure 1D).

**Figure 1:**
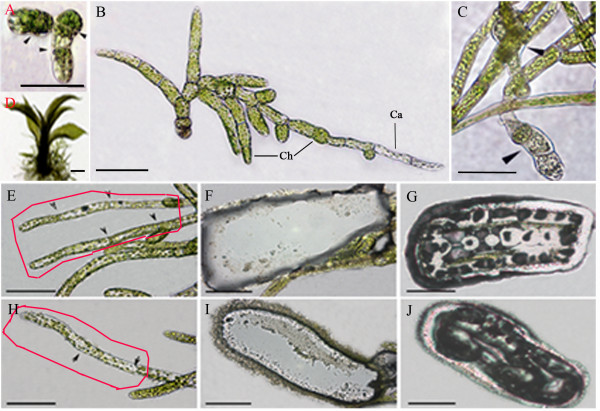
**Gametophyte development and cell isolation in *Physcomitrella patens***. (A) Plantlet on day 3 after protoplast formation (arrows indicate cell walls). (B) Plantlet on day 14 after protoplast formation. Ca = caulonema; Ch = chloronema. (C) Region of a plantlet on day 24 after protoplast formation (arrowheads show buds). (D) Plantlet on day 30 after protoplast formation. Plantlet contains leafy gametophores, protonema, and rhizoids (not visible in the image). (E-J) Images illustrating the process of laser-capture microdissection. Chloronema (E) and caulonema (H) before dissection. Arrowheads indicate cell walls between adjacent cells. Chloronema (F) and caulonema (I) after cell dissection and captured chloronemal (G) and caulonemal (J) cells. Bar = 50 μm in all panels.

**Table 1:** Morphological comparison of chloronema and caulonema at day 14.

Trait	Chloronema	Caulonema
Cell no. per plantlet	14.9 ± 3.4	7.7 ± 2.4
Chloroplast no. per cell	49 ± 7	27 ± 6
Cell length (μm)	80 ± 7.0	110 ± 7

Data are mean ± SD. Number of chloronema or caulonema cells per plantlet was scored in approximately 35 plantlets. Number of chloroplasts per cell and cell length were counted in at least 50 chloronema or caulonema cells.

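Gametophytes regenerating from protoplasts of the moss Physcomitrella patens were sampled on 4 days, and 1 tag library was made per day from 3 biological replicates pooled beforehand. Each library therefore stands for 1 condition with no replicate library beside it, and the spread between plants cannot be read from it. In tag profiling, cDNA bound to oligo(dT) beads is digested at CATG sites and a 21-nt tag next to such a site is sequenced, so that each transcript is counted by a tag near its 3' end. The deposited values were the authors' counts of tags per gene model and the same counts as TPM, scaled to the size of the library. The tags assigned to genes summed to 6188001, 7027742, 5857712 and 2281272 at days 3, 14, 24 and 30. Gene models with at least 2 tags numbered 16605, 16555, 16238 and 14252 in the same order, and those with over 100 tags 6619, 6461, 6587 and 3613. The 10 most abundant genes took 14.9%, 8.74%, 11.8% and 15.3% of the gene tags. Libraries were scaled by trimmed mean of M-values (TMM) factors, which were 0.923, 0.832, 0.996 and 1.08 from day 3 to day 30. Sequential libraries were compared gene by gene with an exact two-sided binomial test of the tags and Benjamini-Hochberg adjustment. A gene was called where over 100 tags lay in at least 1 of the libraries compared, the ratio was over 2-fold, p was under 0.01 and the adjusted p under 0.001. This test compares the libraries, not the conditions, and the intervals given with ratios and levels cover counting error only. The lowest listed count was 2, and a gene model without a listed value in a library was set to 0 there. A ratio against it was taken against a floor of 3 tags and given as a lower bound. Why a value is absent is not stated, and tags that matched several genes had been discarded. Such a bound therefore holds only where an absent value means few tags, which was not checked.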

To analyze the gene expression profiles during gametophyte development, we harvested gametophytes at 3, 14, 24, and 30 days after protoplast isolation. To avoid circadian effects, harvesting was conducted at the same time of day. Additionally, 14-day-old live protonemata were used to obtain chloronemal and caulonemal tissues by means of laser microdissection (Figure 1E-J). 

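Chloronemal cells are rich in chloroplasts, and caulonemal cells are longer and extend the colony. From 14-day-old protonemata, 1 library was made of captured chloronemal cells and 1 of captured caulonemal cells, each from 2 µg of total RNA against 6 µg for each developmental stage. By Table 2 of the paper the 3 pooled sets held 11180 chloronemal and 11160 caulonemal cells. The libraries held 1733082 and 2557991 tags assigned to 13255 and 14652 gene models in chloronema and caulonema, and over 100 tags were found for 2471 and 4069 gene models. Their TMM factors were 1.01 and 1.20. As at the developmental stages, no replicate library stands beside either.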

Each tissue sample comprised mitotically active cells (apical cells and subapical cells generating a side branch; ~20%) and mitotically inactive cells (~80%).

### Laser microdissection and RNA quality

To obtain reliable DGEP results, laser microdissection must produce a sufficient amount of RNA of high integrity. Laser microdissection conditions were optimized for the chloronemal and caulonemal cells of 14-day-old live protonema. The power and duration of laser pulses, especially of the ultraviolet (UV) laser, affect RNA integrity and are dependent on thickness of tissues. We tested the UV laser settings by applying test pulses different intensity and duration. Finally, double the default UV capture power was used. The laser cutting properties had the following parameters: spacing = 700, number of tabs = 2, size = 2.

Of the conditions tested, UV cutting damage was minimized. As shown in Table 2, three sets of chloronemal or caulonemal tissue, respectively, were obtained. Each tissue type contained more than 10,000 cells and each set yielded more than 500 ng RNA, corresponding to >20 pg RNA per cell. In total, 2419 μg and 2555.5 μg RNA were obtained from chloronemal and caulonemal cell populations, respectively. RNA integrity numbers were greater than 7.5.

**Table 2:** Yields of RNA and number of captured cells from chloronemal or caulonemal tissues from 14-day-old protonema of *P. patens*.

Experiment	Cell source	Estimated no. of captured cells	RNA yield (ng)	RNA per cell (pg)
1	Chloronema	3920	896.8	22.9
	
	Caulonema	4540	1019.6	22.5

2	Chloronema	3600	725.8	20.2
	
	Caulonema	4020	960.8	23.9

3	Chloronema	3660	796.4	21.8
	
	Caulonema	2600	575.1	22.1

Total	Chloronema	11180	2419	21.6
	
	Caulonema	11160	2555.5	22.9

### Global gene expression profiles during gametophyte development

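Additional file 1 of the paper lists 3525834 sequenced tags for caulonema, 3545074 for chloronema and 8443415 for day 14, the deepest library. For the clean tags left after the authors' filters it gives 7106778, 7905333, 7488996 and 3537156 at days 3, 14, 24 and 30, 3284521 in chloronema and 3402459 in caulonema. The share that matched no reference sequence, again the paper's value, ranged from 4.39% at day 14 to 31.52% in chloronema. In the deposited values, tags assigned to genes came to 85.5% of the tags that the TPM scale divides by at day 14 and to 52.8% in chloronema.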

Approximately 3.5 to 8.4 million 21-nt cDNA tags were generated using the cDNA library derived from each sample (Additional file 1). Distinct clean tags from each sample were used as data sets for mapping and further analysis (Additional file 2). 

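Each gene model carried 1 listed tag per library, numbered by its CATG site from the 3' end of the gene. The site nearest to the 3' end gave 58.3% of the gene tags at day 3, 53.9% at day 14 and 62.6% at day 24, and 64.0% in chloronema and 67.3% in caulonema. No listed tag sequence was shared by gene models of the same library. Over the 6 libraries, 19265 gene models of 18265 loci had a value, of which 12900 carried a Gene Ontology (GO) term.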

The full transcriptomic data set was deposited in the GEO database (accession no. GSE33279.

We used *edgeR *(*empirical analysis of digital gene expression in R*), a software package available from Bioconductor [18], to normalize for tag distribution per library and determine significance values for differentially expressed genes. The *edgeR *algorithm uses an empirical Bayes analysis to improve power in small sample sizes [19-21]. This accounts for biological and technical variation and has been implemented for tag-based data sets where small numbers of replicates are tested and standard errors disperse further from the mean at low versus high levels of expression [20,22]. We identified 4333 differentially expressed genes during gametophyte development in *P. patens *with false discovery rate (FDR) corrected *P*-values of less than 0.01 (Figure 2; Additional files 3 and 4).

**Figure 2:**
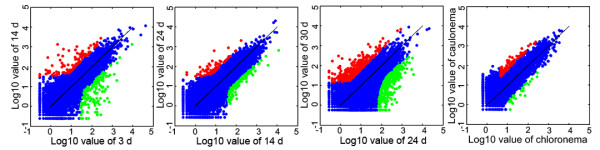
**Gene expression profile analysis during gametophyte development**. The signal intensities of each feature of the DGEP plotted on a logarithmic scale. Red symbols indicate up-regulated genes; green symbols indicate down-regulated genes. Statistical criteria for designation of genes as up- or down-regulated are outlined in the Methods.

To ensure that meaningful changes were considered, we applied stringent statistical criteria to select genes, as described in the methods. A total of 4333 genes were identified as differentially expressed by tag-based DGEP (Figure 2). Of these genes, 4129 were differentially expressed as a function of developmental stage (Additional file 4) and 423 were expressed differentially based on tissue type (i.e., chloronemal tissue versus caulonemal tissue) (Figure 3; Additional file 4). 

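Among the transcripts that fell furthest from day 3 to day 14 was that of the antioxidant enzyme 1-cysteine peroxiredoxin PER1 (Pp1s12_126V6.1), from 872 normalized TPM (95% interval 848 to 896) to 2.22 normalized TPM (95% interval 1.18 to 3.80), 392-fold lower. A late embryogenesis abundant protein, of a family linked to desiccation tolerance (Pp1s156_7V6.2, 1419 tags at day 3), was at least 484-fold lower, and early light-induced protein 12 (Pp1s196_69V6.1, 891 tags) at least 304-fold. Among the largest rises was that of a lipid-transfer protein family member (Pp1s139_88V6.1), from 31 to 6300 tags or 198-fold (95% interval 139.7 to 292). Between days 14 and 24 another member of that family (Pp1s136_71V6.1) rose 72.4-fold (95% interval 56.9 to 93.6) and the putative DNA-binding protein TINY2 (Pp1s117_23V6.1) at least 79.5-fold, while a ferric reductase-like protein (Pp1s54_173V6.1) was at least 113-fold lower. At day 30 the cellulose synthase CESA1 (Pp1s112_75V6.2) had 197 tags and was at least 156-fold higher than at day 24, and the glucose-6-phosphate/phosphate translocator GPT2 (Pp1s143_174V6.1) was at least 129.8-fold lower. Between days 3 and 14, 1550 of 7710 tested genes were higher at the later stage and 1562 lower. Between days 14 and 24 the numbers were 1832 and 2088 of 7913, and between days 24 and 30 1683 and 2853 of 7267. With the comparison of the captured tissues, 7673 genes were called in all. Symbols are those of Arabidopsis homologues, from the paper or the first 21.5% of the rows of Additional file 4, and other names are the annotation or best database match in the deposited files. With total gene tags in place of TMM scaling, 58.0% of the genes called between days 14 and 24 were higher in place of 46.7%, as the median log2 ratio of the tested genes moved from -0.06 to 0.20. An edgeR exact test with an assumed biological coefficient of variation of 0.4 called 1081 genes in all. Between days 24 and 30 the split depended on the filter, which counts tags before scaling and favours genes high at day 24, the deeper library. With no filter on low counts 3499 genes were higher and 3965 lower at day 30, and with over 100 tags in both libraries together 2198 and 2936. The day-30 library also correlated better in its levels with the tissues captured from 14-day protonemata than with day 24. The calls and ratios at day 30, here and below, may thus hold a difference between libraries as well as one between stages.

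**Figure D1:**
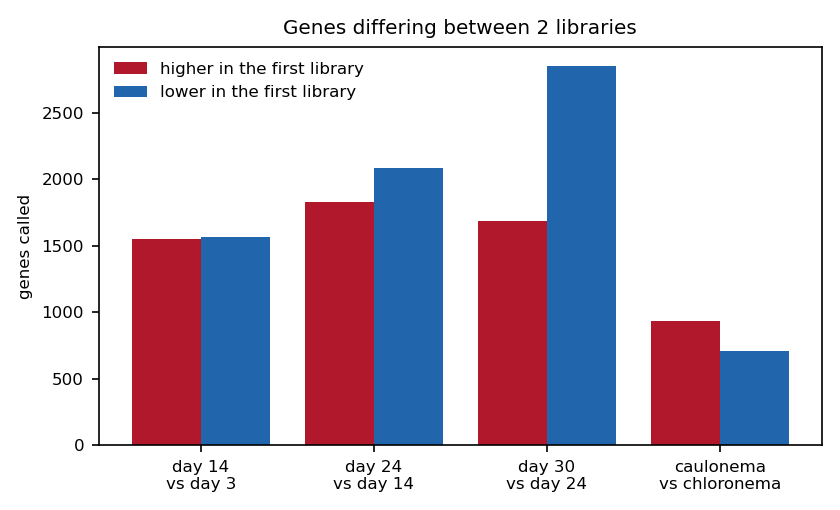
Genes called in each comparison. The y-axis gives the number of genes, and red and blue bars stand for genes higher and lower in the first-named library. Between days 24 and 30, 2853 genes were lower and 1683 higher, against 3965 and 3499 with no filter on low counts.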

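A total of 7358 genes were called in at least 1 of the 3 developmental comparisons. HB-8 and CRF2 were among them, and so was CDC48. Without the day-30 library, an alternative chosen after seeing the data, 5543 genes were called. On simulated libraries of the same depths, 95.5% of the genes changed 2.5-fold were recovered for days 14 and 3 (7407 genes tested), and 90.9% for days 30 and 24 (7221 genes tested). The spread in these simulated libraries was counting error alone, with none between plants.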

Among the former 4129 genes, 3240 genes were preferentially expressed at a single developmental stage, 783 were expressed preferentially at two developmental stages, and 106 at more than two stages (Figure 3B). 

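PsaO, a subunit of photosystem I (Pp1s248_60V6.1), had 8502 tags at day 3, 44406 at day 14 and 4217 at day 24, and was called in both of these comparisons, in opposite directions. Like PsaO, 806 genes were higher at day 14 than at day 3 and lower again at day 24, where independent lists of these sizes would share 460.70. Of the genes that were lower at day 14 and tested in both comparisons, 49.3% were higher at day 24, against 16.0%. From day 14 to day 30, 884 genes were higher at day 24 and lower at day 30, against 757.38 for independent lists, and 575 were lower and then higher, against 255.92. Of all the developmental genes, 3900 were called in 1 comparison, 2706 in 2 and 752 in 3. Part or all of the excess may come from the library that both comparisons share. In 20 sets of unchanged libraries, simulated after seeing the data with an assumed coefficient of variation of 0.4 between libraries, means of 1038 genes were called higher and 811 lower at day 14 than at day 3, of 7389 tested in both comparisons. Means of 324 genes were higher and then lower around day 14 and 378 lower and then higher, against 145 and 88.9 for independent lists. Around day 24 the simulated means were 326 and 239, against 155 and 54.5. At an assumed 0.2 the means around day 14 were 10.9 and 18.2, against 1.49 and 0.877.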

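The major facilitator protein MSS1 (Pp1s101_17V6.1, 6 tags in chloronema and 306 in caulonema) was 29.1-fold (95% interval 13.2 to 79.9) higher in caulonema, and a wound-responsive family protein (Pp1s122_6V6.1) 28.6-fold (95% interval 17.5 to 50.3). The lipid-transfer protein Pp1s136_71V6.1 had 251 tags in caulonema and was at least 47.7-fold higher there. An EF-hand calcium-binding protein (Pp1s107_171V6.1) was higher in chloronema, with 1245 against 176 tags or 12.4-fold (95% interval 10.6 to 14.6), and so was PER1, by 21.3-fold (95% interval 11.6 to 43.8). For its call, the PER1 level in chloronema must lie far above that given earlier for whole gametophytes of the same age. In those plants the paper counted more chloronemal than caulonemal cells. The PER1 ratio may thus hold an effect of capture or library, which was not tested. In total 1646 of 4292 tested genes were called, 936 of them higher in caulonema and 710 higher in chloronema. The filter counts tags before scaling and favours genes high in caulonema, the deeper library. With no filter on low counts 1485 genes were higher in caulonema and 1306 in chloronema. With over 100 tags in both libraries together the numbers were 1040 and 935. An edgeR exact test called 603 genes at an assumed coefficient of variation between plants of 0.2, 10 at 0.4 and 2 with the dispersion of the 2 libraries as 1 group. Genes higher in caulonema were 56.9% of those called after TMM scaling, 70.0% with total gene tags and 88.2% with the deposited TPM, as the median log2 ratio of the tested genes moved from 0.13 to 0.37 and 0.88.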

Of the 423 genes differentially expressed in the two cell types, 223 were preferentially expressed in caulonemal cells (Figure 3A; Additional file 4).

**Figure 3:**
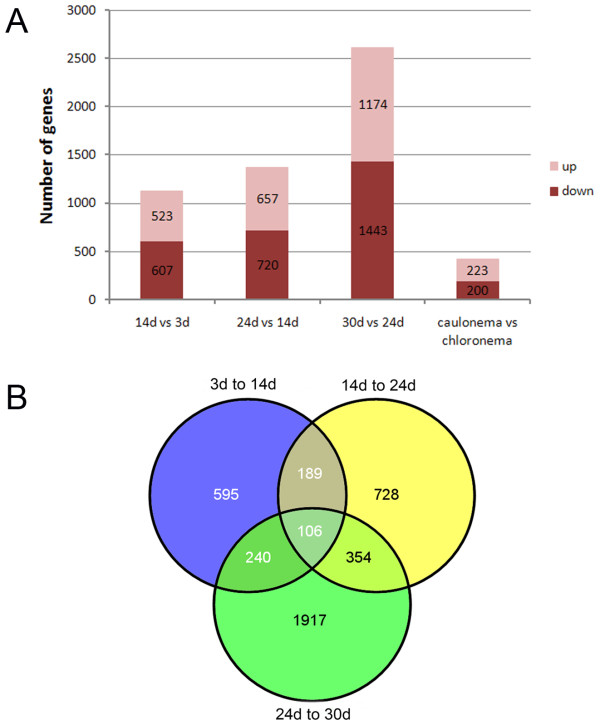
**Genes differentially expressed at different developmental stages or in individual tissue types of protonema during gametophyte development**. Genes differentially expressed during specific developmental phases of gametophyte development and tissue type-specific DEGs in a 14-day old protonema (A) were separated into two groups according to whether they were significantly up-regulated or down-regulated. Venn diagrams (B) showing the number of differentially expressed genes during specific developmental stages of gametophyte development.

The top 15 significantly enriched gene ontology (GO) terms for differentially expressed genes (DEGs) (*p *< 0.01) are listed in Additional file 5. 

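Genes of photosynthesis were higher at day 14 than at day 3. Of the genes with photosystem or thylakoid GO terms, 208 were higher, 14 were lower and 90 were not called, with a median log2 ratio of 1.59. Of 32 genes of carbon fixation and photorespiration 21 were higher and 4 lower (median 1.53), and of 53 genes of chlorophyll and porphyrin synthesis 21 and 1 (median 0.90). PsaO rose 5.10-fold (95% interval 4.98 to 5.22), the Calvin cycle enzyme GAPA-2 (Pp1s11_397V6.3) 5.42-fold (95% interval 5.14 to 5.72) and the protochlorophyllide oxidoreductase PORA (Pp1s146_112V6.1), which acts in chlorophyll synthesis, 4.02-fold (95% interval 3.62 to 4.47). Genes of starch and sucrose metabolism, which handle energy reserves, went the other way, with 21 lower and 4 higher of 42 and a median of -1.01. Of 137 genes of lipid and fatty acid metabolism, 43 were lower and 21 higher (median -0.35), among them lipoxygenase-6 (Pp1s171_146V6.1), which fell from 47012 to 16998 tags or 2.83-fold (95% interval 2.78 to 2.88). Each of these medians lay outside the central 95% of 10000 random lists of the same size matched on abundance. The counts were equal when adjusted over the list alone, which is no check, as the limit on the adjusted p rarely decided a call. The median of all tested genes was 0.07 after TMM scaling and -0.08 with total gene tags.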

From 3 days to 14 days, biological processes of enriched DEGs focused on generation of precursor metabolites and energy, organic substance metabolic processes, energy reserve metabolic processes, regulation of photosynthesis light reaction, and regulation of generation of precursor metabolites and energy. The molecular functions of enriched DEGs were oxidoreductase activity (acting on the CH-CH group of donors, with NAD or NADP as acceptor) and sugar transmembrane transporter activity. However, the cellular components were organellar large or small ribosomal subunit, proton-transporting two-sector ATPase complex, and membrane.

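Of the ribosome genes, 81 were higher at day 14 than at day 3, 7 were lower and 177 were not called (median log2 ratio 0.73). Genes of the respiratory chain and ATP synthase had 28 higher and 2 lower members of 95 (median 0.55), and an ATP synthase F0 subunit B gene (Pp1s103_66V6.1) rose 4.34-fold (95% interval 3.90 to 4.85). Both lists stood above the central range of their random lists, and membrane transporters did not, with 42 higher and 44 lower members of 201 (percentile 72.4). TIP1;3 (Pp1s156_153V6.2), an intrinsic protein of the vacuolar membrane, fell from 7655 to 2289 tags, 3.42-fold (95% interval 3.27 to 3.59) lower.

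**Figure D2:**
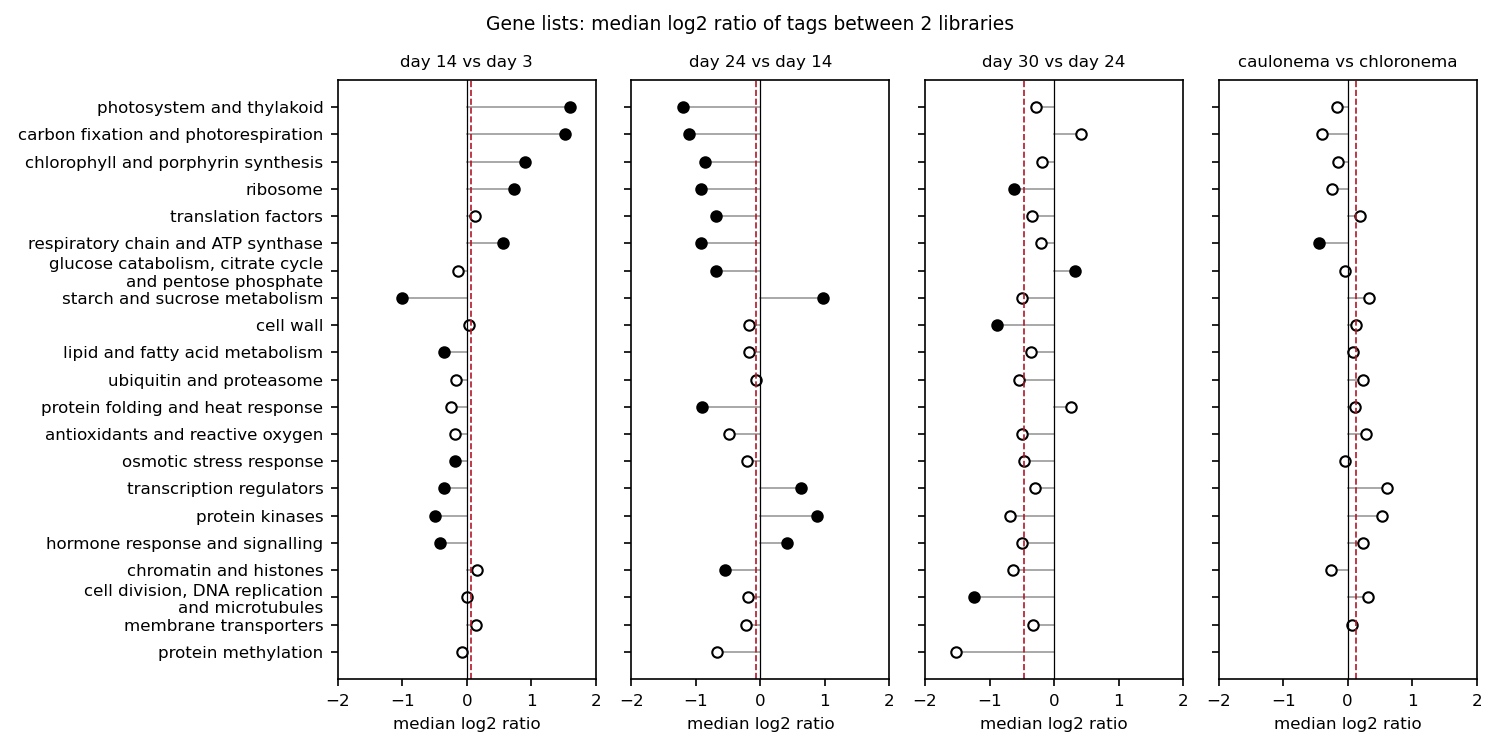
Median log2 ratio of the tags of each gene list in the 4 comparisons. Filled points mark lists whose median lay outside the central 95% of 10000 random lists matched on size and abundance, and the dashed line marks the median of all tested genes. Photosystem and thylakoid genes lie at 1.59 for day 14 against day 3 and at -1.19 for day 24 against day 14.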

During bud formation (14 days to 24 days), significant enriched DEGs differed from those detected during protonema development. The biological processes mainly focused on cellular component biogenesis at cellular level and the photosynthetic electron transport chain, as well as generation of precursor metabolites and energy. 

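Of 269 ribosome genes 46.8% were lower at day 24 than at day 14 and 6.32% higher (median log2 ratio -0.92), and of 97 translation factors 32 were lower and 10 higher (-0.69). Respiratory chain and ATP synthase genes had 47 lower and 4 higher members of 95, and genes of glucose catabolism, the citrate cycle and the pentose phosphate pathway 39 and 8 of 97. Starch and sucrose genes had 16 higher and 4 lower members of 33, with a median of 0.97. CPN60B (Pp1s15_485V6.2), a chaperonin that folds plastid proteins, was 4.48-fold (95% interval 4.01 to 5.01) lower at day 24, and histone H2B (Pp1s37_236V6.1), a core protein of chromatin, 4.49-fold (95% interval 3.89 to 5.20). Protein folding and heat response genes (10 lower and 2 higher of 21) and chromatin and histone genes (17 and 3 of 46) also stood apart, at percentiles 1.61 and 1.93. They no longer did over genes with more than 10 tags (percentiles 3.63 and 7.03) or over genes with the same tag position in both libraries (7.38 and 6.97), and translation factors did not under the latter (2.83).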

The molecular functions were similar to those detected after 3 days to 14 days. However, the cellular components were focused on the photosystem and chloroplast envelope.

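At day 24, 173 photosystem and thylakoid genes of 304 were lower than at day 14 and 9 higher. PsaO was 10.5-fold (95% interval 10.2 to 10.8) lower, PORA 4.50-fold (95% interval 4.04 to 5.03) and GAPA-2 3.48-fold (95% interval 3.33 to 3.64). The photosystem II subunit gene PSBR (Pp1s15_409V6.1) was not called, with 8329 tags at day 14 and 8737 at day 24. Of 33 genes of carbon fixation and photorespiration 19 were lower and 4 higher, and of 54 genes of chlorophyll and porphyrin synthesis 25 were lower and 4 higher. The medians of the last lists were -1.10 and -0.86, below the central range of their random lists.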

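At day 30, genes of glucose catabolism, the citrate cycle and the pentose phosphate pathway stood above matched genes, with 31 higher and 24 lower members of 87 against day 24 and a median log2 ratio of 0.32 (percentile 99.9). An ATP synthase alpha/beta family gene (Pp1s154_69V6.1) rose 9.10-fold (95% interval 8.36 to 9.93) and a transketolase gene of the pentose phosphate pathway (Pp1s120_127V6.1) 6.07-fold (95% interval 5.42 to 6.79). Respiratory chain and ATP synthase genes as a list had 18 higher and 31 lower members of 89 (median -0.20) and did not stand apart (percentile 67.9). Ribosome genes had 101 lower and 44 higher members of 248 (median -0.63, percentile 1.76), and cell wall genes 98 and 43 of 209 (median -0.88). In its levels the day-30 library lay closer to the captured 14-day tissues than to day 24. The Spearman correlation was 0.596 to chloronema, 0.609 to caulonema and 0.401 to day 24. A difference between libraries can therefore not be told apart from development in the day-30 calls and ratios. Of 2853 genes lower at day 30 than at day 24, 45.1% were over 2-fold lower in both captured tissues than at day 14, against 23.3% of all genes. The median log2 ratio of the captured tissues to day 14 was -1.30 for them, 0.51 for the genes higher at day 30 and -0.30 over all genes. It was -0.14 for the glucose catabolism list, -0.52 for the ribosome list and -0.36 for the cell wall list. The median of all tested genes was -0.47 after TMM scaling, -0.36 with total gene tags and -0.32 with DESeq2 size factors. After TMM scaling it was -0.24 over genes with over 100 tags in both libraries together. Over genes with the same tag position in both libraries, the ribosome and cell wall lists no longer stood apart (percentiles 3.69 and 7.24), and with the deposited TPM the ribosome list did not (2.53).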

Other than the stages mentioned above, significant enriched DEGs concentrated on generation of precursor metabolites and energy, and functioned in acid-ammonia (or amide) ligase activity at the leafy shoot development stage (Additional file 5).

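Genes of the respiratory chain and ATP synthase, which make ATP, stood apart between the captured tissues, with 24 of 84 members lower in caulonema and 9 higher. The median log2 ratio was -0.44, at percentile 0.130 of the random lists. The ATP synthase F0 subunit B gene had 6450 tags in chloronema and 2490 in caulonema, 4.54-fold (95% interval 4.33 to 4.76) lower. Cell wall genes had 42 higher and 28 lower members of 158 in caulonema, and membrane transporters 26 and 27 of 125, and neither list stood apart. With the deposited TPM the median of the respiratory chain and ATP synthase list turned positive (0.32) but stayed below matched genes (percentile 0.0500). A shift of all ratios by a constant hardly moves such a percentile. The counts did move, to 18 higher and 9 lower in caulonema for this list, 76 and 10 for cell wall genes and 54 and 11 for membrane transporters.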

For tissue-specific DEGs, significant enriched GO terms were mainly involved in processes of cell wall component metabolism, modified amino acid metabolism, ATP biosynthesis and metabolism, and oxidation-reduction, and functioned in transporter activities, such as hydrogen ion, inorganic cation, and substrate-specific transmembrane transport. These processes and molecular functions were mainly implemented in the proton-transporting two-sector ATPase complex, intracellular organelle, ribosomal subunit and plastids.

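Ribosome genes had 54 lower and 24 higher members of 228 in caulonema against chloronema, and photosystem and thylakoid genes, which act in plastids, 51 and 28 of 227. PsaO was 10.0-fold (95% interval 9.57 to 10.5) lower in caulonema. The median log2 ratios of these lists were -0.24 (percentile 27.7) and -0.16 (percentile 16.5), and they were positive with total gene tags (0.01 and 0.09) and with the deposited TPM (0.52 and 0.60). Over genes with more than 10 tags the ribosome list stood apart (percentile 0.910).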

### Validation of DGEP data by quantitative real-time PCR

To validate the accuracy and reproducibility of the DGEP results, the transcriptional levels of five randomly selected genes were measured by quantitative real-time PCR (qRT-PCR), in comparison with two internal genes that showed relatively stable expression levels (Additional files 6 and 7). In all cases, the trends of real-time PCR-based expression profiles among these genes were similar to those obtained by DGEP analysis (Figure 4).

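In the tag libraries Pp1s156_120V6.1, annotated as an alpha subunit of the nascent polypeptide-associated complex, had deposited TPM values of 339, 478, 492 and 20.9 at days 3, 14, 24 and 30. The DWARF1-like cell elongation gene Pp1s130_191V6.3 had 793 at day 14 and 68.7 at day 30. The ribosomal protein gene Pp1s154_131V6.1 had 86.8 in chloronema and 432 in caulonema. Pp1s170_67V6.1 had 1093, 566, 216 and 597 tags at days 3, 14, 24 and 30. Pp1s20_229V6.1 had 3159, 4069, 1359 and 12 tags on these days, with 38 in chloronema and 51 in caulonema. Between the captured tissues Pp1s156_120V6.1 and Pp1s154_131V6.1 were called higher in caulonema, Pp1s130_191V6.3 and Pp1s170_67V6.1 were not called, and Pp1s20_229V6.1 had too few tags for the test. With the deposited TPM Pp1s130_191V6.3 was called, at a log2 ratio of 1.11. Pp1s156_120V6.1 was near the threshold, at 2.11-fold after TMM scaling, and fell under 2-fold with DESeq2 size factors.

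**Figure D3:**
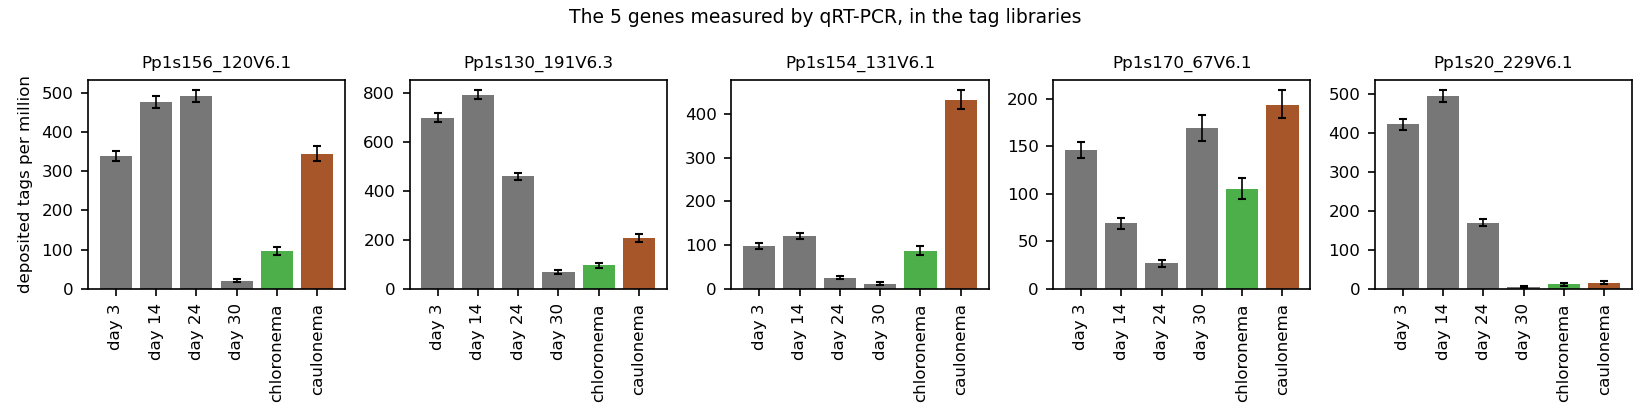
Deposited TPM of the 5 genes measured by qRT-PCR in the 6 tag libraries. Bars are single libraries, and error bars are exact 95% Poisson intervals of the tag count, which cover counting error only. Pp1s154_131V6.1 has 432 in caulonema and 11.6 at day 30.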

**Figure 4:**
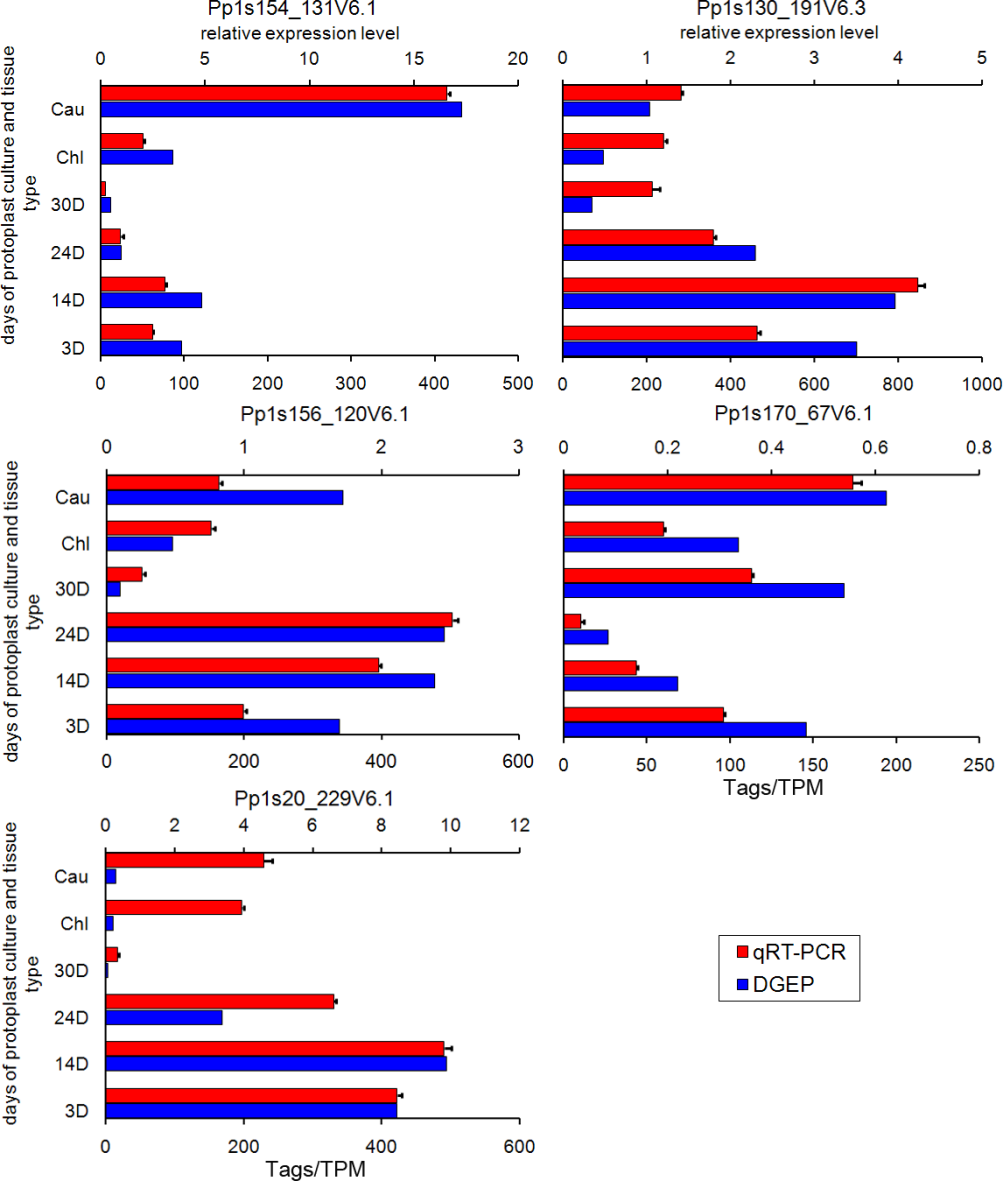
**Gigital gene expression tag profiling and quantitative real-time PCR analysis of the expression of five randomly selected genes**. All real-time PCR reactions were repeated three times and the data are presented as the mean ± SD. The *x*-axis indicates the sampling time-points and cell types. The *y*-axis shows the expression levels: the left shows tag number per million tags by DGEP and the right shows the relative expression level by qRT-PCR.

### Developmental stage-specific profiling in the *P. patens *gametophyte

To elucidate the developmental stage-specific gene expression profiles, we further analyzed the expression patterns of all differentially displayed genes, with the expression level at 3 days taken as a common reference. 

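K-means clustering with 6 clusters was run on the log2 ratio to day 3 of the genes called in a developmental comparison. Cluster centres were highest at day 30 for clusters of 1923, 1889 and 167 genes, at day 24 for a cluster of 2054 and at day 3 for clusters of 228 and 1097. For 2 of them the day was nearly a tie. The centre of the 2054 genes was 0.40 at day 14 and 0.48 at day 24, and that of the 1889 genes 0 at day 3 and 0.22 at day 30. HB-8, a class III HD-Zip transcription factor, lay in the cluster of 2054 genes, and the cytokinin response factor CRF2 in that of 228. The clusters group genes by the shape of the ratio and carry no test.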

Based on this analysis, the 4129 differentially expressed genes were grouped into six patterns using a K-means clustering algorithm (Figure 5; Additional file 8). Pattern 1 genes were highly expressed at day 3 and decreased to lower levels at subsequent stages of development; in contrast, expression of pattern 4 genes was low throughout development until day 30 when their expression rose. Expression of pattern 2 genes peaked at day 14, that of pattern 3 genes peaked at day 24, and pattern 6 genes showed broad optimal expression that spanned from days 14 to 24.

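Taken gene by gene, 1635 of the developmental genes had their highest normalized value at day 3, 1965 at day 14, 1916 at day 24 and 1842 at day 30. Of 291 called photosystem and thylakoid genes 65.6% were highest at day 14, and of 228 ribosome genes 62.7%. Of 200 protein kinase genes 81 were highest at day 24. Of 29 genes named in the paper with a day of maximal expression and counted here, 28 had their highest value on that day. The paper took these days from the same libraries, so that the match is no independent check. No cluster centre was highest at day 14 on the ratio to day 3. On the log2 level, the axis of Figure 5, clusters of 1509, 856 and 1010 genes were highest at day 14 and none at day 3 or day 24. In each of these clusters the fall to day 30 was larger than the peak at day 14. The centre of the 1509 genes was 5.80, 5.92, 5.69 and 3.41 at days 3, 14, 24 and 30.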

**Figure 5:**
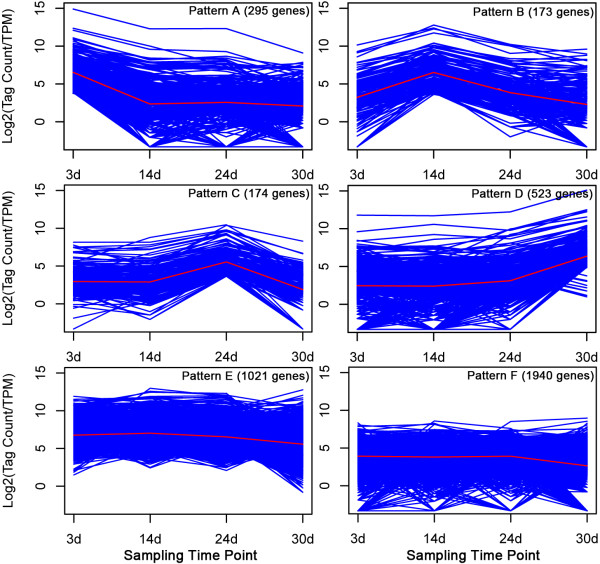
**Patterns of gene expression by K-means cluster analysis in the developing gametophyte of *P. patens***. Differentially expressed genes across all four time-points were grouped into six clusters using the K-means clustering algorithm. The *y*-axis gives the tag count (on a log scale) of differentially expressed genes. Each line represents a different gene.

After 3 days of development, cell walls had regenerated and chloronema had formed (Figure 1A). Among the annotated pattern 1 genes (i.e., those with maximal expression at day 3), most were related to material and energy metabolism, and mainly participated in carbon fixation, protein and amino acid metabolism, lipid metabolism, and starch and sucrose metabolism (Additional file 8). In addition, this group contained several genes related to transport and ion binding, such as the auxin polar transport-related genes *ABCB4 *(Pp1s391_45V6.1|PACid:18056701) and *ABCB19 *(Pp1s252_67V6.1|PACid:18037761). 

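Of 38 called genes of starch and sucrose metabolism 15 had their highest value at day 3, of 32 genes of carbon fixation and photorespiration 4, and of 81 translation factors 24. Of the called genes of lipid and fatty acid metabolism 35.7% were highest at day 3. Lipoxygenase-6 was one of these. Lipoxygenase-3 (Pp1s434_27V6.3) was 2.34-fold (95% interval 2.24 to 2.45) lower at day 14 than at day 3, and the transketolase gene Pp1s120_127V6.1 3.01-fold (95% interval 2.79 to 3.25).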

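ABCB4 fell from 956 tags at day 3 to 130 at day 14, 7.53-fold (95% interval 6.26 to 9.12) lower, and ABCB19 from 6926 to 1822, 3.89-fold (95% interval 3.70 to 4.10) lower. At day 30 they had 92 and 551 tags. Of 188 called membrane transporter genes 42 were highest at day 3 and 55 at day 14.

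**Figure D4:**
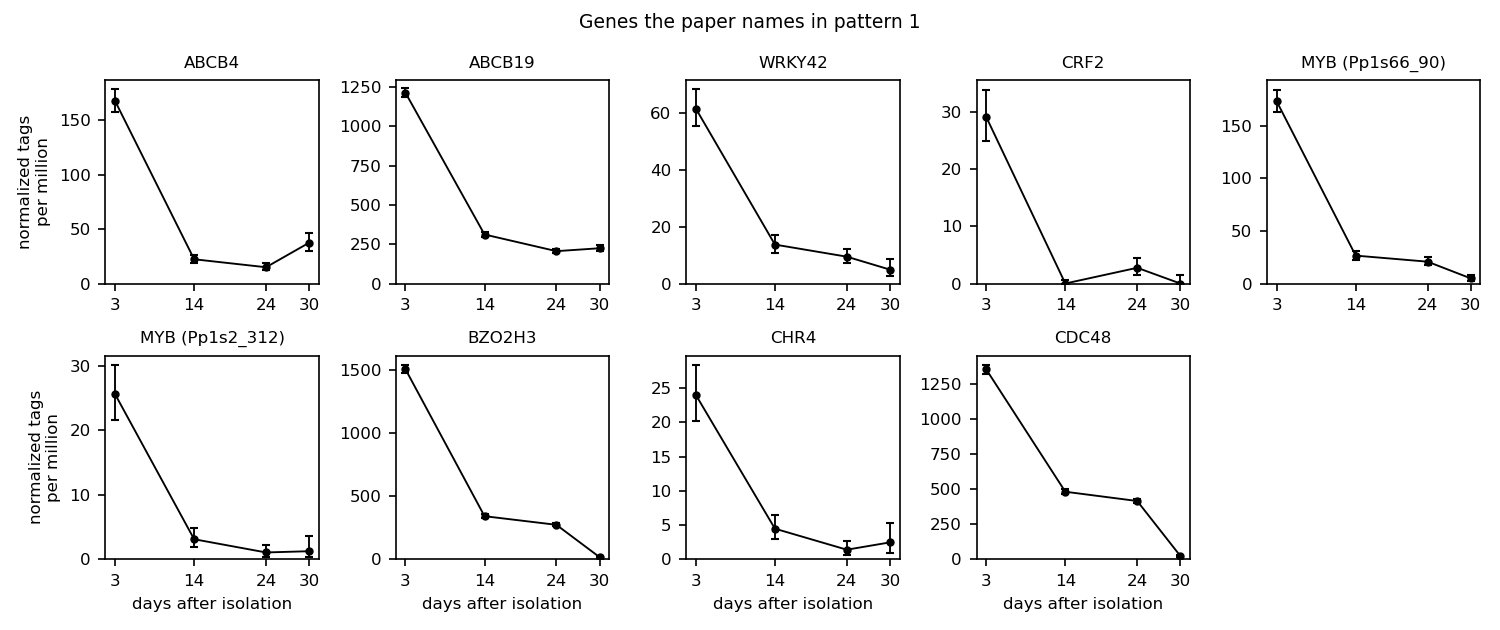
Normalized TPM by day for the genes that the paper names in pattern 1 and that were counted here. Points are single libraries, and error bars are exact 95% Poisson intervals of the tag count, which cover counting error only. Each gene has its highest value at day 3.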

Pattern 1 also included several transcription factors and other regulatory genes. For example, this group included genes that encode a putative MADA-box family member (*PHE1*, Pp1s7_353V6.1|PACid:18040126), a WRKY transcription factor (*WRKY42*, Pp1s158_166V6.1|PACid:18042126), a cytokinin response factor (*CRF2*, Pp1s7_481V6.1|PACid:18051877), two putative MYB family members (Pp1s66_90V6.1|PACid:18038312; Pp1s2_312V6.1|PACid:18052823), a bZIP family member (*BZO2H3*, Pp1s213_13V6.2|PACid:18049359) and a homologue of a gene involved in chromatin remodeling (*CHR4*, Pp1s223_99V6.1|PACid:18036570). Moreover, several protein kinase-related genes were also preferentially expressed. 

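The putative MYB gene Pp1s66_90V6.1 had 989 tags at day 3 and 155 at day 14, 6.53-fold (95% interval 5.51 to 7.79) lower, and Pp1s2_312V6.1 had 146 and 18, 8.31-fold (95% interval 5.07 to 14.4) lower. CHR4, annotated as an SNF2 family ATPase, a group of chromatin remodelers, had 137 and 26 tags, 5.40-fold (95% interval 3.53 to 8.55) lower at day 14. Of 129 transcription regulator genes 42 were lower at day 14 and 18 higher, with a median log2 ratio of -0.35 (percentile 0.240 of the random lists). PHE1 was not analysed here.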

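Of 185 protein kinase genes tested between days 3 and 14, 57 were lower at day 14 and 22 higher, with a median log2 ratio of -0.50 (percentile 0 of the random lists). The highest value lay at day 3 for 46 called kinase genes.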

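CDC48, a chaperone-like ATPase, had 7717 tags at day 3 and 2806 at day 14, 2.82-fold (95% interval 2.70 to 2.94) lower. Antioxidant and reactive oxygen genes had 23 lower and 19 higher members of 68 at day 14 (percentile 2.74), and osmotic stress genes 34 lower, 12 higher and 80 not called (percentile 0.970). Protein folding and heat response genes had 5 lower and 2 higher members of 22 (percentile 12.7). Of these lists osmotic stress stood apart, and antioxidants did so over genes with the same tag position in both libraries (percentile 2.15).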

Finally, pattern 1 genes included a few putative stress-responsive genes, such as heat shock protein 70 members, peroxidase/catalase superfamily members, and a putative gene encoding a CDC48 protein (*CDC48*, Pp1s296_11V6.2|PACid:18068409). However, it is not clear whether or not expression of these stress-responsive genes reflects the inherent developmental program.

Pattern 2 genes were expressed maximally at 14 days, which represented an early stage of gametophyte development with vigorous growth (Figure 1B). 

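CP29 (Pp1s114_138V6.1), an RNA-binding protein of the chloroplast, rose from 770 to 2057 tags, 2.61-fold (95% interval 2.40 to 2.84), and another CPN60B gene (Pp1s14_298V6.1) 3.27-fold (95% interval 2.88 to 3.72). Ribosome genes made up 7.28% of the genes highest at day 14 and 0.795% of those highest at day 3.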

Not surprisingly, compared to day 3, genes involved in ribosomal protein synthesis installation represent a major proportion of the total, which mainly functions in plastids (Additional file 8). Genes related to cell wall biosynthesis, light capture and carbon assimilation continued to represent a major component. 

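HEMC (Pp1s116_53V6.1) and GSA1 (Pp1s15_292V6.1), enzymes of tetrapyrrole synthesis, rose 4.91-fold (95% interval 4.25 to 5.71) and 2.62-fold (95% interval 2.40 to 2.86) from day 3 to day 14. Of 42 called genes of chlorophyll and porphyrin synthesis 27 were highest at day 14, and of those of carbon fixation and photorespiration 14. Cell wall genes were spread over the stages, with 58, 57, 50 and 47 of 212 highest at days 3, 14, 24 and 30. Between days 3 and 14 they had 40 higher and 39 lower members of 218 (percentile 12.5).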

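CAM5, a calcium-binding calmodulin, had 123, 418, 79 and 8 tags at days 3, 14, 24 and 30. Its value at day 14 was 3.32-fold (95% interval 2.71 to 4.09) that at day 3, the next highest.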

With regard to regulatory proteins, genes encoding a calmodulin showed significant expression changes (*CAM5*, Pp1s40_127V6.1|PACid:18070060). Moreover, a putative gene involved in histone lysine methylation (*ATX1*, Pp1s67_56V6.1|PACid: 18050867) also showed peak expression.

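ATX1 had 39, 202, 48 and 14 tags at days 3, 14, 24 and 30, and its value at day 14 was 4.20-fold (95% interval 3.05 to 5.88) that at day 24, the next highest. Protein methylation genes as a list had 1 higher and 2 lower members of 13 between days 3 and 14.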

Genes in pattern 3 were expressed maximally at day 24, a stage in which the leafy shoot initials form and which represents the transition from the two-dimensional protonemal network to the three-dimensional adult gametophyte (Figure 1C). At this stage, although genes involved in material and energy metabolism were still the most abundant classes, their dominance decreased and the representation of genes among all other categories increased, including a few putative transcription factors (*SHP1*, Pp1s267_56V6.1|PACid:18072078; HB-8, Pp1s188_95V6.1|PACid:18072307; *GATA19*, Pp1s121_36V6.1|PACid:18055435; *HY5*, Pp1s80_72V6.1|PACid:18053259), protein kinase (*BAM2*, Pp1s59_314V6.1|PACid:18060049; *SK13*, Pp1s52_55V6.1|PACid:18074399; *VIK*, Pp1s136_112V6.1|PACid:18036754) and methyltransferase categories (*ACL5*, Pp1s41_50V6.2|PACid:18058199; *STE14B*, Pp1s112_210V6.2|PACid:18064877) (Additional file 8). 

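SHP1, a MADS-box gene, had 79 tags at day 14 and 294 at day 24, 3.73-fold (95% interval 2.90 to 4.84) higher. GATA19 was 4.53-fold (95% interval 3.55 to 5.84) higher and HY5, a bZIP factor of light signalling, 3.53-fold (95% interval 2.53 to 5.01). The kinases VIK, BAM2 and SK13 rose 4.53-fold (95% interval 3.80 to 5.44), 3.91-fold (95% interval 2.58 to 6.09) and 4.25-fold (95% interval 3.21 to 5.70). ACL5 had 22, 20, 129 and 5 tags at days 3, 14, 24 and 30, and its value at day 24 was 5.74-fold (95% interval 3.63 to 9.48) that at day 3. Of 149 transcription regulator genes 64 were higher and 22 lower at day 24 (median log2 ratio 0.63), and of 206 protein kinase genes 89 and 19 (median 0.87), and both medians lay above the central range of their random lists. OST1 (Pp1s116_98V6.1), a kinase of abscisic acid signalling in Arabidopsis, rose 5.71-fold (95% interval 5.21 to 6.26) and the photoreceptor phytochrome 5b3 (Pp1s91_116V6.1) 4.30-fold (95% interval 3.98 to 4.66).

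**Figure D5:**
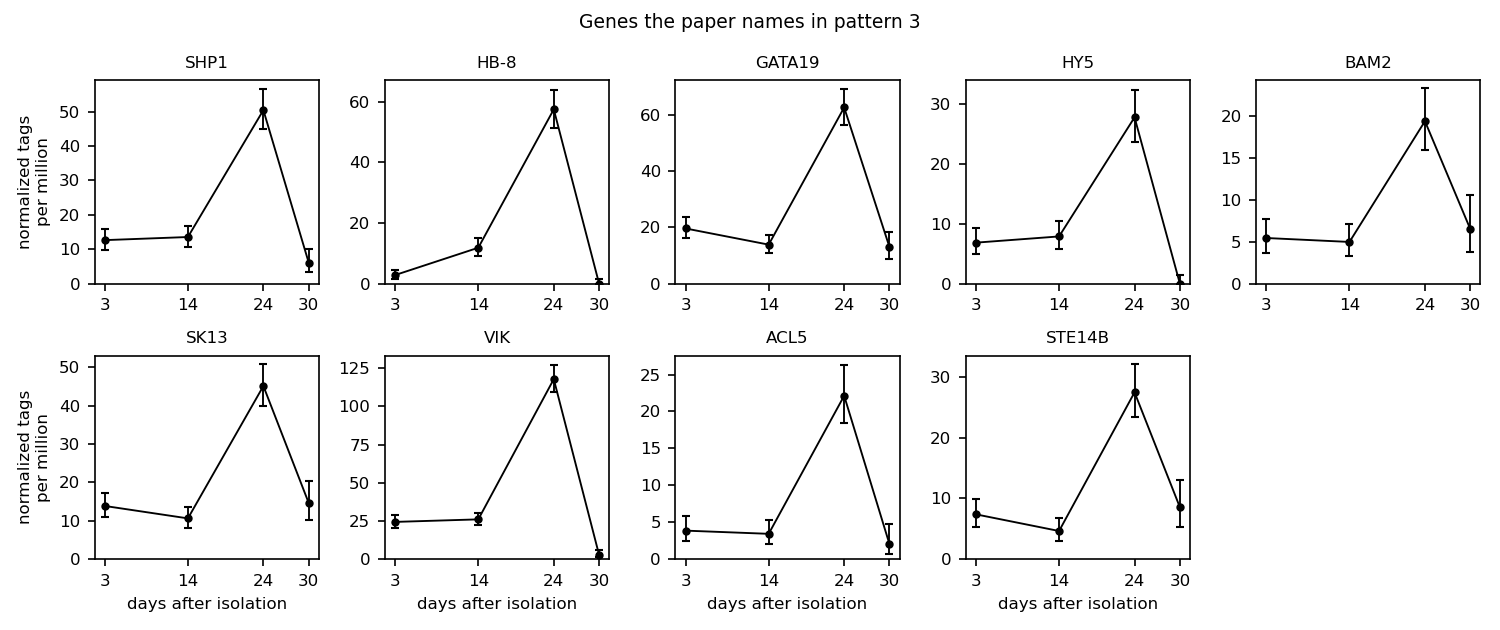
Normalized TPM by day for the genes that the paper names in pattern 3. Points are single libraries, and error bars are exact 95% Poisson intervals of the tag count, which cover counting error only. Each gene has its highest value at day 24.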

Interestingly, one of the pattern 3 genes was a putative transcription factor HB-8, a putative homologue of which has been characterized in Arabidopsis and is involved in the differentiation of preprocambial cells into xylem during leaf vein formation [23]. 

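HB-8 had 16, 69 and 335 tags at days 3, 14 and 24 and no listed value at day 30. It was 4.87-fold (95% interval 3.75 to 6.40) higher at day 24 than at day 14 and at least 47.1-fold lower at day 30 than at day 24.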

Because bryophytes lack a vascular cambium, these results suggest that this transcription factor originally had a role in the development and the evolution of a pervasive multicellular plant body.

Genes in pattern 4 were specifically expressed at the adult leafy shoot stage (Figure 1D). 

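Genes highest at day 30 included 29 of 92 called genes of glucose catabolism, the citrate cycle and the pentose phosphate pathway (31.5%), 25.4% of the lipid genes, 21.0% of the translation factors, 20.3% of the photosystem and thylakoid genes and 12.3% of the ribosome genes. These shares carry no test. STV1 (Pp1s140_99V6.1), a ribosomal protein of the L24e family, was 8.19-fold (95% interval 7.16 to 9.41) lower at day 30 than at day 24, and the translation initiation factor EIF4A1 (Pp1s136_29V6.2) 9.03-fold (95% interval 8.12 to 10.1).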

At this stage, the proportion of metabolic genes increased to almost half and the proportion of protein synthesis genes decreased to a similar level to that of all other categories (Additional file 8). Approximately 40 members of several transcription factor families significantly increased in transcript level, such as members from the zinc finger, bHLH, MYB, BAH, bZIP, CHASE and PLATE superfamilies. 

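The leucine-zipper factor bZIP7 (Pp1s147_89V6.1) rose from 876 to 1982 tags, 5.37-fold (95% interval 4.96 to 5.82). Of 142 called transcription regulator genes 40 had their highest value at day 30. Against day 24, 29 were higher, 53 were lower and 59 were not called, and the median log2 ratio of -0.29 lay at percentile 93.4 of the random lists.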

More than 20 protein kinase-encoding genes were also preferentially expressed. 

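Protein kinase genes highest at day 30 numbered 49. Of 200 kinase genes tested against day 24, 34 were higher at day 30 and 89 lower (percentile 6.15). VIK and OST1 were among the latter, with 7 and 58 tags at day 30.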

Interesting regulatory genes in this group included those encoding a putative ethylene response gene (*ETR1/EIN1*, Pp1s115_107V6.1|PACid:18060143) a putative thylene insensitive 3 (*EIN3*, Pp1s11_337V6.1|PACid:18048657), an auxin response factor 6 (*ARF6*, Pp1s133_56V6.1|PACid:18061618), a growth-regulating factor 2 (*GRF2*, Pp1s344_39V6.1|PACid:18068535), a putative mitogen- activated protein kinase 12 (*MPK12*, Pp1s20_265V6.1|PACid:18057264), a putative CHASE domain-containing histidine kinase protein (*WOL*, Pp1s50_141V6.1|PACid:18059272) a histone lysine methylation-related gene (*VIP3*, Pp1s22_260V6.1|PACid:18042729), and a putative S phase-associated protein 1 (*SKP1*, Pp1s7_342V6.1|PACid:18051944).

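MPK12 (Pp1s20_265V6.1) had no listed value at day 3 and 3, 111 and 8 tags at days 14, 24 and 30, and its value at day 24 was 5.85-fold (95% interval 2.87 to 13.9) that at day 30. Of 9 genes named in the paper as preferentially expressed at day 30, RHD3 included, 8 had their highest normalized value there. The paper chose them from the same libraries.

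**Figure D6:**
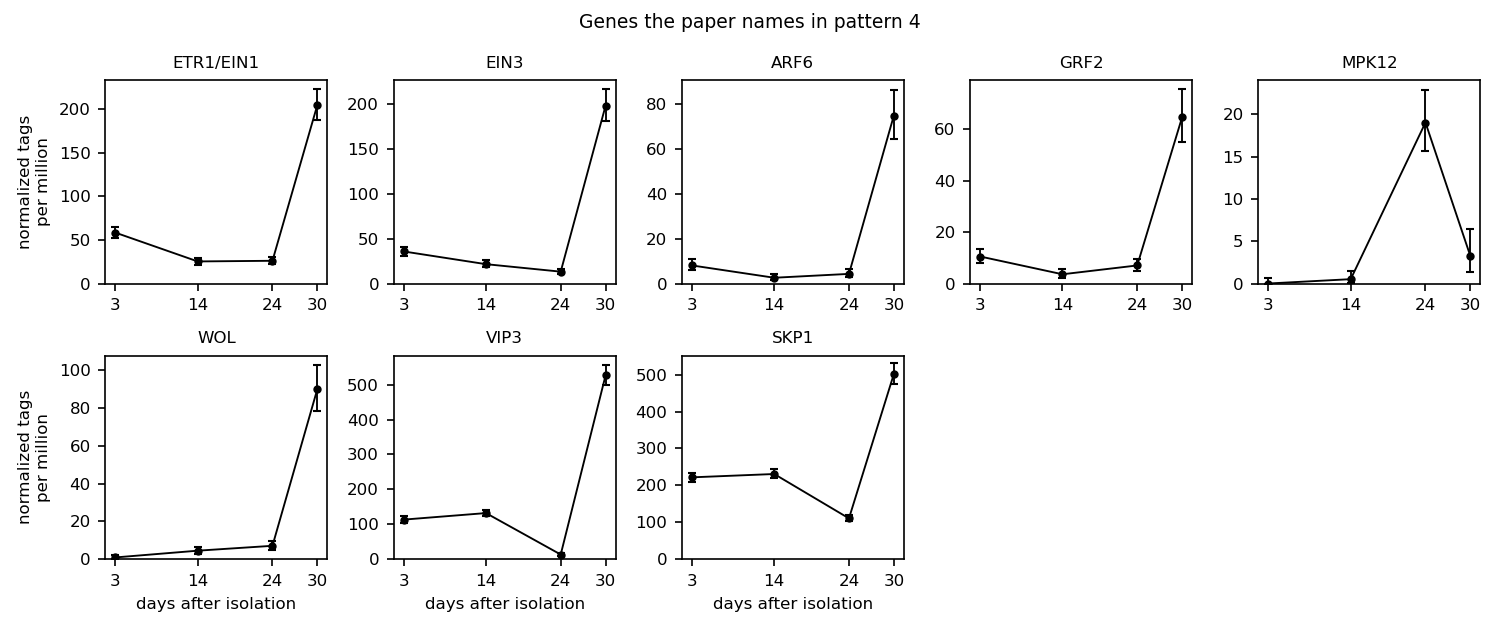
Normalized TPM by day for the genes that the paper names in pattern 4. Points are single libraries, and error bars are exact 95% Poisson intervals of the tag count, which cover counting error only. MPK12 has its highest value at day 24 and the other genes at day 30.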

### Candidate genes involved in protonema differentiation

Vegetative development of *P. patens *involved only a few cell types. In our experimental conditions, a protonema initially comprised only chloronemal cells within the first 10 days. Subsequently, the chloronemal tip cells began to change, ultimately differentiating into caulonemal cells. By day 14, the protonemal colony included well-developed chloronema and caulonema (Figure 1B). To understand the molecular basis that leads to the differences between the two cell types, we isolated the two cell types by laser-capture microdissection and used DGEP to profile gene expression. In total, we identified 423 DEGs (Figure 3A). Of these, 200 DEGs were preferentially expressed in chloronemal cells and 223 in caulonemal cells.

Of those genes preferentially expressed in chloronemal tissue, the majority functioned in metabolism and protein synthesis (Additional file 4). Additionally, a putative zinc finger (DNL type) transcription factor and three protein modification-related genes were specifically expressed. 

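The transketolase gene Pp1s120_127V6.1 had 3729 tags in chloronema and 701 in caulonema, 9.32-fold (95% interval 8.60 to 10.1) lower in the latter, and PSBR 822 and 311, 4.63-fold (95% interval 4.06 to 5.29) lower. Translation factors had 13 members higher in chloronema and 14 higher in caulonema of 69, and genes of glucose catabolism, the citrate cycle and the pentose phosphate pathway 16 and 6 of 73. Neither list stood apart from random lists. The counts depended on the scaling. With the deposited TPM translation factors had 5 higher in chloronema and 33 in caulonema, and the glucose catabolism list 5 and 23. With total gene tags the latter had 12 and 12.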

Among the 223 genes preferentially expressed in chloronemal tissue, significantly enriched genes functioned in ion binding, protein binding, RNA binding and structural molecule actchloronemaity (Additional files 4 and 5). Compared with caulonemal tissue, genes preferentially expressed in chloronemal tissue represented four major categories: organic substance and energy metabolism (especially photosynthesis), protein synthesis and proteolysis, transport, and cell wall synthesis and signaling pathways (Additional files 4 and 5). 

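Ubiquitin and proteasome genes, which act in protein breakdown, had 14 members of 93 higher in chloronema and 25 higher in caulonema (percentile 53.8). Protein kinases had 6 higher in chloronema and 32 higher in caulonema of 97 (median log2 ratio 0.53, percentile 96.2), and transcription regulators 5 and 18 of 65 (percentile 92.1). Phytochrome 5b3 was 2.44-fold (95% interval 2.17 to 2.75) higher in caulonema. HEMC and GSA1 were higher in caulonema, by 2.35-fold (95% interval 1.87 to 2.99) and 3.48-fold (95% interval 2.69 to 4.57). Over genes with more than 10 tags both kinases and transcription regulators stood apart (percentiles 99.8 and 99.8). Kinases also did with the deposited TPM (98.4) and over genes with the same tag position (98.8).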

Genes related to several transcription factors in the two tissues (*ABI3*, Pp1s173_143V6.1|PACid: 18050971; *BTF3B*, Pp1s29_196V6.1|PACid: 18048872 & Pp1s470_10V6.2|PACid: 18073306; *CDF3*, Pp1s69_11v6.1|PACid: 18049422; *PIF3*, Pp1s84_22V6.1|PACid: 18054521 & Pp1s147_126V6.1|PACid: 18053936) may play key roles during the differentiation of chloronemal and caulonemal tissues and were chosen as candidates for discussion and future study.

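ABI3, a transcription factor of abscisic acid responses, had 190 tags in chloronema and 17 in caulonema, 19.6-fold (95% interval 11.9 to 34.3) lower in caulonema. PIF3 (Pp1s84_22V6.1), a phytochrome-interacting factor, had 12 and 164 tags, 7.80-fold (95% interval 4.35 to 15.4) higher in caulonema. BTF3B (Pp1s29_196V6.1) had 6 tags in chloronema and 5 in caulonema, too few for the test. CDF3 and the other copies of BTF3B and PIF3 were not analysed here.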

## Discussion

### Combination of laser-capture microdissection and DGEP for tissue-specific transcript profiling-digital *in situ *hybridization

Plant development reflects both endogenous genetic programs and responses to exogenous events [7]. Analyses of global gene expression can reveal much about how genes function and how their products interact during development. Most previous gene expression analyses sampled whole organs or tissues [7]. Although these studies have provided valuable information, they are limited by the composite nature of plant organs, which consist of multiple tissues. We expect each cell type to have a unique transcriptome [24]. A transcriptomic analysis of a complete organ provides gene expression information integrated over all cell types, and is thus not particularly informative about cellular differentiation.

Technical advances have made it possible to study global patterns of gene expression in an individual tissue, which increases the information revealed by expression profiling. A transcriptome from a single tissue can now be obtained by using laser-capture microdissection, an approach whereby a cell is physically isolated from the surrounding tissue [25]. Several research groups have used laser-capture microdissection successfully to isolate specific plant cells [26-29]. Typical laser capture microdissection is used on sectioned material, but the two-dimensional nature of the protonemal growth habit of *P. patens *allowed us to capture cells from living material, thereby minimizing undesirable changes in gene expression during sample preparation. Because of the difficulty of obtaining more than 10,000 apical or subapical cells of chloronemal and caulonemal tissues, we captured chloronemal and caulonemal samples that contained both mitotically active cells and mitotically inactive cells for DGEP analysis.

DGEP is conducted on a Genome Analyzer 2x system using an eight-lane flow cell, which can generate 90 to 100 million reads per run (http://www.Illumina.com). In the present study, we successfully profiled chloronemal and caulonemal gene expression in *P. patens *by combined laser-capture microdissection and DGEP. The results demonstrated LCM-mediated DGEP analyses can be used to conduct global profiling of gene expression on individual tissues captured from live plants. We report here LCM-based methods to isolate chloronemal and caulonemal tissues from live protonema free of detectable contamination with intact non-target cells in *P. patens *(Figure 1). This is the first report of application of an LCM-based method to capture individual tissues from live plants. In this study, 358 genes were preferentially expressed in chloronemal or caulonemal tissue. Our data provide important clues for elucidation of the molecular mechanism of cell differentiation and provide a useful baseline for future digital gene expression mapping.

### Altered metabolism during *P. patens *gametophyte development

At day 3, half of the preferentially expressed genes (i.e., pattern 1 genes) functioned in metabolism (Additional files 4 and 5), most of which were involved in the citrate cycle, pentose phosphate pathway, and metabolism of pyruvate, starch, and sucrose. 

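Genes of glucose catabolism, the citrate cycle and the pentose phosphate pathway had 32 of the called members at their highest value at day 3, or 34.8%. Between days 3 and 14, 29 of 102 tested members were lower and 22 higher, with a median log2 ratio of -0.14 (percentile 3.10, and 0.780 over genes with more than 10 tags). VEP1 (Pp1s12_260V6.1), a protein with an NAD(P)-binding fold, had 1761 tags at day 3 and 2 at day 14, 902-fold (95% interval 249 to 7450) lower.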

Although earlier stages were not sampled, these findings suggest the regeneration process requires considerable metabolic reprogramming. It would be interesting to determine whether a similar pattern emerged in the first few days following spore germination.

In our culture conditions, protonema containing two cell types emerged between days 3 to 14 (Figure 1). Not surprisingly, transcripts encoding genes involved in photosynthesis and protein synthesis represented the bulk of the genes preferentially expressed at day 14. 

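Photosystem and thylakoid genes made up 9.72% of the genes highest at day 14, against 0.979%, 1.30% and 3.20% of those highest at days 3, 24 and 30. Of 78 called respiratory chain and ATP synthase genes, 45 were highest at day 14. PSBR was 6.32-fold (95% interval 5.96 to 6.71) higher at day 14 than at day 3.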

Between days 14 and 24, the plants transition from a two-dimensional protonemal network to three-dimensional structure containing leafy shoots, although by day 24 the leafy shoots were mostly still buds. Along with this development, many new metabolism-related genes were expressed, which implied distinct metabolic pathways operate during this phase of gametophyte development.

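Lipoxygenase-2 (Pp1s419_10V6.1) rose from 2225 to 6880 tags, 3.10-fold (95% interval 2.95 to 3.25), and TED4 (Pp1s158_129V6.1), a haem oxygenase, from 1456 to 4127, 2.84-fold (95% interval 2.68 to 3.02). Of the called genes of starch and sucrose metabolism 10 were highest at day 24 and 3 at day 14, and of those of lipid and fatty acid metabolism 19 and 30. From the metabolism-related genes expressed along with this development, the paper proposes that distinct metabolic pathways operate during the phase.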

By day 30, a mature three-dimensional gametophyte consisting of leafy shoots and rhizoids was attained. Interestingly, at this stage, a gene encoding a homologue of thale cress *ROOTHAIR DEFECTIVE 3 *(*RHD3*, Pp1s33_217V6.1|PACid:18056995) was preferentially expressed. 

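RHD3 had 137, 26, 122 and 129 tags at days 3, 14, 24 and 30. After scaling for depth, its value was 52.5 normalized TPM (95% interval 43.8 to 62.4) at day 30 and 24.0 normalized TPM (95% interval 20.1 to 28.4) at day 3, the next highest, and it was 2.51-fold (95% interval 1.94 to 3.24) higher at day 30 than at day 24.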

In Arabidopsis, *RHD3 *encodes an evolutionarily conserved protein with GTP-binding motifs that is required for expansion of both roots and root hairs, and is implicated in the control of vesicle trafficking between the endoplasmic reticulum and the Golgi compartments [30,31].

A previous study by Menand et al. [32] suggested *ROOT HAIR DEFECTIVE 6 *(*RHD6*), a homologue of *RHD3*, controls root hair development in Arabidopsis and rhizoid development in *P. patens*. This result supports the hypothesis that early land plants were bryophyte-like and possessed a dominant gametophyte, and that later the sporophytes rose to dominance. Furthermore, this finding suggests the increase in morphological complexity of the sporophyte body in the Paleozoic resulted at least in part from the recruitment of regulatory genes from gametophyte to sporophyte.

Comparison of the two protonemal cell types showed a number of genes related to protein synthetic installation, cell wall metabolism, photosynthesis and transport were specifically expressed in chloronema. This cell type forms initially and the more vigorous caulonema differentiate subsequently. The expression pattern of chloronema might indicate the primary function of these cells is to give rise to the caulonemal cells and it is the latter that take on diverse physiological functions and lead to the continued development of the gametophyte; in addition, accumulation of transcript products in chloronemal cells might contribute material and energy for caulonemal cell differentiation.

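Histone H2B was 2.36-fold (95% interval 2.14 to 2.60) lower in caulonema than in chloronema, though under 2-fold with total gene tags or the deposited TPM. The tonoplast protein DELTA-TIP (Pp1s101_226V6.1) was 2.42-fold (95% interval 1.95 to 3.04) higher in caulonema and lipoxygenase-2 2.31-fold (95% interval 2.07 to 2.59). Carbon fixation and photorespiration genes had 8 members of 29 higher in chloronema and 5 higher in caulonema, and chlorophyll and porphyrin genes 9 and 4 of 35. Neither list stood apart. With the deposited TPM the counts turned round, with 2 higher in chloronema and 9 in caulonema for the first list and 2 and 11 for the second. From the expression pattern of chloronema, the paper proposes that the primary function of these cells might be to give rise to caulonemal cells, and that transcripts accumulated in them might contribute material and energy to caulonemal differentiation.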

### Cell division genes

The gametophyte progresses from two or three cells at day 3 to tens of thousands of cells by day 30. 

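Genes of cell division, DNA replication and microtubules had 12 higher and 10 lower members of 77 between days 3 and 14, and 19 and 23 of 84 between days 14 and 24. At day 30 against day 24, 10 were higher and 40 lower of 73, with a median log2 ratio of -1.24 (percentile 0.470). CDC48, a member of the list, was 18.5-fold (95% interval 14.2 to 24.6) lower. In the captured tissues against day 14 the median of the list was -0.68 (86 members). Over genes with more than 10 tags or with the same tag position in both libraries the list did not stand apart at day 30 (percentiles 21.4 and 9.05).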

Not surprisingly, many genes related to control of cell division were differentially expressed, among which were the following genes.

Proteolysis is considered to be important steps in ensuring unidirectional progression of the cell cycle by triggering rapid degradation of target proteins that in turn drive the cycle forward [33]. The SCF complex, consisting of SKP1, Cullin, and F-box, could associate with E3 ligase and help to recruit and degrade the target proteins during the G1-S transition of the cell cycle [34]. 

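SKP1 (Pp1s7_342V6.1) had 1266, 1349, 644 and 1233 tags at days 3, 14, 24 and 30. After scaling for depth, its value at day 30 was 2.17-fold (95% interval 2.01 to 2.35) that at day 14, the next highest. Of 135 called ubiquitin and proteasome genes 39 were highest at day 30. Cullin genes were not analysed here by name.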

In the present study, genes encoding SKP1, Cullin 1 and Cullin 4 were preferentially expressed after 30 days, which suggests a role for the SCF complex pathway in the regulation of cell division in leafy shoots during gametophyte development in *P. patens*. The auxin response also depended on regulation of the SCF E3-ubiquitin-protein complex [35]; consequently, increased SKP1 transcription might promote an endogenous auxin response and activate the cell division cycle.

### Expression of genes related to hormone signaling during gametophyte development

Hormones regulate plant development by a complex signal response network. Similar to higher plants, growth and development in *P. patens *is regulated both by environmental factors and phytohormones [36,37]. Genes involved in the signaling pathway of three major plant hormones, namely auxin, ethylene and cytokinins, are discussed in this section. In the present study, eight preferential DEGs involved in the auxin signaling pathway were expressed from days 3 to 30 (Additional file 8). Of these, two genes that belong to the family of ATP-binding cassette (ABC) transporters, *ABCB4 *and *ABCB19*, were preferentially expressed at day 3. In thale cress, the ABCB4 and ABCB19 proteins were required for polar transport of auxin (indole-3-acetic acid) [38,39]. In addition, the ABCB19 protein possibly regulated auxin-dependent responses by influencing basipetal auxin transport in the root and influenced the auxin transport process that acts through cry1 or phyB to control hypocotyl growth during de-etiolation in seedlings [40]. Auxin transport is mediated at the cellular level by three independent mechanisms that are characterized by the PIN-formed (PIN), P-glycoprotein (ABCB/PGP), and AUX/LAX transport proteins [41]. PIN and ABCB transport proteins, which are best represented by PIN1 and ABCB19 (PGP19), coordinately regulate auxin efflux. When PIN1 and ABCB19 coincide on the plasma membrane, their interaction enhances the rate and specificity of auxin efflux, and the dynamic cycling of PIN1 is reduced. This finding suggests ABCB19 stabilizes PIN1 localization at the plasma membrane in discrete cellular subdomains where PIN1 and ABCB19 expression overlaps [41,42].

Another important auxin response gene was *auxin response factor 6 *(*ARF6*), of which one copy (Pp1s133_56V6.1|PACid:18061618) showed maximal expression at day 30 (Additional file 8). 

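This copy of ARF6 had 46, 15, 25 and 184 tags at days 3, 14, 24 and 30, and was 17.5-fold (95% interval 11.5 to 27.7) higher at day 30 than at day 24.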

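Pp1s316_22V6.1, a second ARF6 gene, had 18 tags in chloronema and 172 in caulonema, 5.45-fold (95% interval 3.35 to 9.42) higher in caulonema. With 45, 24, 20 and 24 tags at days 3, 14, 24 and 30 it was not tested between stages.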

The other copy (Pp1s316_22V6.1|PACid:18051030) showed peak expression in caulonema (Additional file 5). The *ART6 *gene, as a positive regulator, is involved in the crosstalk of auxin and light signaling pathways and auxin homeostasis and controls adventitious root initiation in Arabidopsis [43]. A previous study suggests auxin promotes the development of caulonema cells in *P. patens *[44]. Our results demonstrate auxin promotes growth and differentiation of caulonema and three-dimensional leafy shoots.

Ethylene is a plant hormone that regulates many processes, such as seed germination, root hair development, fruit ripening and stress responses, in higher plants [45]. According to the model elaborated for Arabidopsis [46], ethylene is perceived by specific receptors that act as negative regulators of the ethylene response. Five ethylene receptors, i.e., ETR1/EIN1, ERS1, EIN4, ETR2, and ERS2, are present in thale cress and dominant negative mutants of each that confer ethylene insensitivity are reported [47]. The *P. patens *genome codes for six putative ETR-like ethylene receptors and two putative 1-aminocyclopropane-1-carboxylate (ACC) synthases as well as two transcription factors, although there is no clear evidence that *P. patens *responds to ethylene [9]. 

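The putative ethylene receptor ETR1/EIN1 (Pp1s115_107V6.1) had 333, 148, 152 and 503 tags at days 3, 14, 24 and 30, and was 7.85-fold (95% interval 6.54 to 9.48) higher at day 30 than at day 24. EIN3 (Pp1s11_337V6.1) had 204, 77 and 487 tags at days 3, 24 and 30, and was 15.0-fold (95% interval 11.8 to 19.3) higher. Hormone response and signalling genes as a list had 31 higher and 60 lower members of 153 at day 30 (percentile 59.6).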

We found a putative ethylene receptor (ETR1/EIN1) was preferentially expressed at day 30 and a putative ethylene insensitive gene (*EIN3*) accumulated at day 30. In Arabidopis, EIN3 functions as a nuclear transcription factor that initiates downstream transcriptional cascades for ethylene responses, including seedling de-etiolation, modulation of nitric oxide-related iron acquisition and homeostasis, and plant innate immunity [48-51]. Therefore, we speculate the ethylene signaling pathway might also play a role during *P. patens *gametophyte development.

Some reports suggest cytokinins are also important phytohormones involved in *P. patens *development, which can induce bud formation in mosses in a concentration-dependent manner [52]. In the present study only two genes involved in the cytokinin signaling pathway were identified. 

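CRF2 stood at 29.1 normalized TPM (95% interval 24.8 to 33.9) at day 3, had no listed value at days 14 and 30 and 16 tags at day 24, and was at least 56.7-fold lower at day 14 than at day 3. WOL (Pp1s50_141V6.1), annotated as a cytokinin receptor, had 5, 26, 41 and 221 tags and was 12.8-fold (95% interval 9.13 to 18.3) higher at day 30 than at day 24.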

A putative cytokinin response factor 2 (*CRF2*) and a putative CHASE domain-containing histidine kinase protein (*WOL*) showed maximal expression at day 3 and day 30, respectively (Additional file 8). These data provide clues to the molecular mechanism of developmental processes regulated by phytohormones in *P. patens*.

### Transcription factors

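Transcription regulator genes, as set by GO terms, were highest at day 3 in 37 cases, at day 14 in 20 and at day 24 in 45. Among hormone response and signalling genes, which include regulators, 52 of 149 called members were highest at day 24.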

During protoplast regeneration into a gametophyte, more than 80 transcription factors show changed expression levels (Additional file 4). Among the differentially expressed transcription factors, several were preferentially expressed at day 3 (Additional file 8). One of these encodes a putative BZO2H3 homologue, which belongs to the bZIP transcription factor family. 

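BZO2H3 had 8591, 1988, 1584 and 38 tags at days 3, 14, 24 and 30. It was 4.42-fold (95% interval 4.21 to 4.65) lower at day 14 than at day 3 and 17.6-fold (95% interval 12.7 to 24.9) lower at day 30 than at day 24.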

Recently, BZO2H3 was reported to be a sensitive integrator of transient abscisic acid and glucose signals in Arabidopsis [53]. Another differentially expressed transcription factor is WRKY42, a putative homologue of the WRKY transcription factor family (Group II-b) in Arabidopsis. 

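WRKY42 had 351, 80, 55 and 12 tags at days 3, 14, 24 and 30, and was 4.49-fold (95% interval 3.51 to 5.80) lower at day 14 than at day 3.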

The WRKY proteins are a superfamily of transcription factors with up to 100 representatives in Arabidopsis. Family members appear to be involved in the regulation of a variety of physiological processes unique to plants, including pathogen defense, senescence and trichome development [54]. We suggest, therefore, that these two transcription factors play a role in protoplast regeneration.

One transcription factor that showed peak expression on day 24 is a putative homologue of class III homeodomain-leucine zipper (HD-ZIP III) transcription factors, HB-8. In thale cress, HB-8 binds to the promoters of genes predominantly expressed in vascular tissues [55], and acts as a transcription factor in vascular meristems to promote proliferation of procambial cells and suppress their differentiation into vascular cells [23]. Promoting proliferation while suppressing differentiation might be necessary to form the leafy gametophyte shoot on a physiologically appropriate time scale.

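GRF2 (Pp1s344_39V6.1) had 60, 21, 41 and 159 tags at days 3, 14, 24 and 30, and was 9.20-fold (95% interval 6.49 to 13.3) higher at day 30 than at day 24.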

At day 30, one of the preferentially expressed transcription factors was a member of the GRF gene family, which comprises nine members including growth-regulating factor 2 (GRF2; Additional file 8). In Arabidopsis, overexpression of AtGRF1 and AtGRF2 resulted in larger leaves and cotyledons, as well as in delayed bolting of the inflorescence stem when compared to wild-type plants [56]. It is possible that these transcription factors play similar roles in *P. patens*.

### Epigenetic modification and gametophyte development

Protein methylation is one type of post-translational modification. Histones that are methylated on certain residues can act epigenetically to repress or activate gene expression [57,58]. In the plant kingdom, protein methylation plays a fundamental role in the regulation of diverse developmental processes [59]. In the present study, two putative protein methylation-associated genes showed differential expression during protoplast regeneration into a gametophyte (Additional file 8). Of these genes, STE14B was preferentially expressed at day 24 and encodes a putative homologue of the isoprenylcysteine carboxyl methyltransferase family, which is involved in post-translational processing of proteins with a C-terminal CaaX box [60]. 

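STE14B had 42, 27, 160 and 21 tags at days 3, 14, 24 and 30, and was 5.94-fold (95% interval 3.93 to 9.29) higher at day 24 than at day 14. Both it and a second gene model of the same locus (Pp1s112_210V6.1) were lower at day 30 than at day 24, the latter at least 26.3-fold.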

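VIP3 (Pp1s22_260V6.1) had 646, 771, 76 and 1294 tags at days 3, 14, 24 and 30. It was 10.1-fold (95% interval 7.99 to 13.0) lower at day 24 than at day 14 and 40.4-fold (95% interval 32.1 to 51.6) higher at day 30 than at day 24.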

A putative VIP3 homologue exhibited maximal expression at day 30. This gene is predicted to encode a transducin/WD40 repeat-like superfamily protein with a DWD motif, which is involved in protein complex formation. In Arabidopsis, this gene is involved in the timing of flowering and flower development. Loss-of-function of this gene leads to a redistribution of H3K4me3 and K3K36me2 modifications within genes but not a change in the overall abundance of these modifications within chromatin [61,62]. These expression results suggest epigenetic modification of proteins play important roles during gametophyte development in *P. patens*. Further research is still needed to uncover the molecular mechanisms that control gametophyte development.

## Conclusions

We analyzed the transcriptome during the transition between sequential developmental stages, and as cells differentiate, during gametophyte development of *P. patens*. The transcript levels of 4333 genes were significantly increased or reduced, of which the majority changed only during a specific developmental stage or in an individual tissue type. Our results provide an extensive catalogue of regulatory factors and related genes involved in cell division, growth, and differentiation during gametophyte development in *P. patens. *Potential applications of these data include identification of candidate genes for evolutionary developmental studies, as targets for reverse genetic studies of plant development, and as tools for cell-by-cell mapping of genes involved in plant development.

## Methods

### Protoplast isolation and culture

Protonemal tissues of *Physcomitrella patens *subsp. *patens *were subcultured at weekly intervals on the surface of cellophane that overlayed solid BCD medium containing 5 mM ammonium tartrate and 1% glucose (BCDAG) [63]. Protoplasts were isolated from protonemata according to a modified protocol of Rother et al. [64]. Ten Petri dishes of six-day-old protonemal tissues were collected and placed in 10 mL of 0.5% driselase (Sigma-Aldrich, Taufkirchen, Germany) in 8% (w/v) mannitol. After 30 min agitation in the dark, the cells were passed successively through sieves with a mesh size of 100 μm and 50 μm. The protoplast suspension was allowed to stand for 15 min, and then was centrifuged for 5 min at 600 rpm. The pellets were washed with 8% mannitol and the number of protoplasts was counted in a hemocytometer after a second centrifugation. The freshly isolated protoplasts were transferred to 9 cm Petri dishes containing BCDAG medium and cultured in the dark for 24 hours at 25 ± 1°C. The cultures were incubated under light intensity of 55 μmol m^-2 ^s^-^^1 ^under a 16/8 hour (light/dark) photoperiod at a constant temperature (25°C).

### Laser-capture microdissection

Cell type-specific gene expression profiling was performed on 14-day-old protonema using a laser-capture microdissection system (Arcturus^XT^, Arcturus, Mountain View, CA, USA) to isolate chloronemal and caulonemal cells separately. Live protonema was placed on the 'flat' side of the framed membrane slide coated with poly-L-lysine, and mounted on a regular glass slide. Immediately thereafter, cells were isolated according to the manufacturer's instructions (http://www.bmbio.com/file/201734.pdf). Each slide was handled for less than 30 min to ensure cell viability. Cell sets of more than 10,000 cells of each cell type were captured and used for RNA isolation.

### Total RNA preparation and quality control

To generate developmental stage-specific mRNA expression profiles, total RNA was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA) from 100 mg samples, including 3 day to 30 day. RNase-free DNase (RQ1; Promega Corporation, Madison, Wisconsin, USA) was used to remove genomic DNA. RNA from microdissected chloronemal or caulonemal tissues was extracted from the cells on the CapSure Macro LCM Cap (CapSure Macro; Arcturus) using the PicoPure RNA Isolation Kit (Arcturus) according to the manufacturer's protocol. The CapSure Macro LCM Cap with captured cells was inserted onto a microcentrifuge tube (Applied BioSystems) containing 50 μL extraction buffer. After incubation for 30 min at 42°C, the assembly was centrifuged at 800 × *g *for 2 min to collect the cell extract in the microcentrifuge tube. RNA purification was conducted using the RNA purification column with conditioning buffer and 70% ethanol. The RNA was washed with elution buffer.

The yield of RNA was determined by measuring the absorption at 260 nm with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific Inc., Marietta, OH, USA). Integrity of the RNA was evaluated on an Agilent 2100 Bioanalyzer, using an RNA 6000 LabChip kit (Agilent Technologies, Palo Alto, CA). Only RNA with RNA integrity numbers greater than 7.5 were used for DGEP and qRT-PCR analysis. For each tissue type and sampling time-point, three biological replicates were combined for DGEP or separated for further expression analysis by qRT-PCR.

### Digital gene expression tag profiling and data analysis

To obtain gene expression profiles, sequencing libraries containing 21-nt tags were prepared from 6 μg total RNA (for developmental stage-specific expression profiles) or 2 μg total RNA (for cell type-specific expression profiles) using the Illumina Gene Expression Sample Prep Kit (Illumina, San Diego, CA, USA). Oligo (dT) magnetic beads were used to adsorb and purify mRNA, and then to guide reverse transcription to synthesize double-stranded cDNA. While on the beads, double-stranded cDNA was digested with an anchoring restriction endonuclease *Nla*III that recognizes and cuts off the CATG sites on the cDNA, and ligates to an Illumina-specific adapter A. The junction of the Illumina adapter A and CATG site is the recognition site of *Mme*I, which cuts the cDNA at 17 bp downstream of the CATG site.

Following *Mme*I digestion and dephosphorylation with shrimp alkaline phosphatase (USB Corporation), the cDNAs were purified and a second Illumina adapter B was introduced at the 3' end of the tags, which generated tags with different adapters at both ends to form tag libraries. After 15 cycles of linear PCR amplification, 85 base strips were purified by 6% TBE PAGE electrophoresis. The DNA quality was assessed and quantified using an Agilent DNA 1000 series II assay (Agilent) and the DNA sample was diluted to 10 nM. The strips were then denatured, and the single-chain molecules were fixed onto the Solexa Sequencing Chip (flowcell). Cluster generation and sequencing was performed on the Illumina cluster station and Genome Analyzer system (Illumina, version 1.0) following the manufacturer's instructions. Each tunnel generated millions of raw reads with a sequence length of 35 bp (target tags plus 3' adaptor). Each molecule in the library represented a single tag derived from a single transcript.

Raw sequences were extracted from the resulting image files using the open source Firecrest and Bustard applications (Illumina). Raw reads were transformed into clean tags by filtering out adaptor-only tags, low-quality tags (containing ambiguous bases), tags that were too long (>21 nt) or too short (<21 nt), and those present in a single copy only and hence assumed to represent sequencing errors. Using blastn searches, comparison of the sequences was carried out using the JGI *Physcomitrella patens *genome database (ftp://ftp.jgi-psf.org/pub/JGI_data/phytozome/v7.0/Ppatens/annotation/) and National Center for Biotechnological Information databases [65]. All clean tags were mapped to *P. patens *reference sequences. For conservative and precise annotation, only sequences with a perfect match or 1-nt mismatch were considered further. Clean tags mapped to reference sequences from multiple genes were filtered. The remainder of the clean tags were designed as distinct clean tags. The number of distinct clean tags for each gene was calculated and then normalized to the number of transcripts per million clean tags (which is a standardized indicator of the transcript copies in every 1 million clean tags) [66,67]. The saturation analysis was performed to check whether the number of detected genes continues to increase when the sequencing amount (total tag number) increases. Sequences were manually assigned to functional categories based on the analysis of scientific literature.

Only a small portion of the *P. patens *genome has been studied. Therefore, for those genes whose functions could not be inferred from the *P. patens *genome, a homology search in The Arabidopsis Information Resource (TAIR) 10 database (http://www.arabidopsis.org/) was conducted and the annotation of homologues in *A. thaliana *was used.

A rigorous algorithm to identify differentially expressed genes between two samples was developed for significance testing [68]. The *P*-value corresponds to the differential gene expression test. The FDR was applied to determine the threshold *P*-value in multiple tests through manipulation of the FDR value [69].

The number of tags mapped to a given gene was considered to represent the expression level of this gene. Expression levels of a gene from two distinct samples were compared to give an expression difference. We classified the gene as differentially expressed only when the expression difference was more than two-fold with *P*-value < 0.01 and FDR < 0.001.

To determine the main biological functions, DEGs were mapped to every node of the Gene Ontology (GO) database (http://www.geneontology.org/) and the gene number of each node was calculated with GenMAPP v2.1, a program designed to perform a global analysis of gene expression or genomic data in the context of hundreds of pathway MAPPs and thousands of GO terms (http://www.genmapp.org/download_v2.1.php). GO enrichment analysis of functional significance terms in the GO database was applied (Fisher's test, *p *< 0.01) to map all DEGs to terms in the GO database, looking for significantly enriched GO terms in DEGs compared to the genome background. For cluster analysis of DEGs at different developmental stages, the comparison between two consecutive time-points was transformed into a comparison using the day 3 time-point as a common reference point. The K-means algorithm was used to produce groups of DEGs using the Calculated Means mode with Euclidean distance based on log fold-change data.

### Significance testing

To compare gene expression profiles between two sequential time-point samples, the *edgeR *package (http://www.bioconductor.org/packages/2.3/bioc/html/edgeR.html) was used to adjust for differences in library size and therefore raw read counts per gene (or per tag) were directly used as input. We used a moderated, gene-wise dispersion analysis for all four sample's data sets separately with a weighted parameter (prior.n) of 100. Because our data lacked a biological replication, we applied more than 100 tags for each gene as a cut-off, in order to increase the reliability of the results. The significance threshold for differential expression was *p *< 0.01 after correction using a Benjamini Hochberg FDR of 0.01.

### Quantitative real-time PCR

For each sample, cDNAs were synthesized from 2 μg total RNA (developmental stage-specific expression profile) or 0.5 μg total RNA (cell type-specific expression profile) using the Invitrogen Reverse Transcription Reagents Kit. Gene-specific primers were designed and assessed with commercial software (Primer 5 and Oligo 6, respectively; Applied Biosystems, Foster City, USA) and synthesized by Shanghai Sangon Technical Services (Shanghai, China). Primers used in the qRT-PCR analysis are listed in Additional file 6. The qRT-PCR reactions were performed using a Corbett Research Rotor-Gene 3000 under the following conditions: 94°C for 5 min (one cycle); 94°C for 20 s, 50°C to 60°C for 20 s, and 72°C for 20 s (50 cycles). Transcript abundance was identified using the SYBR Green PCR Master Mix (TaKaRa Bio, Japan). Each reaction contained 1 μM mix buffer, 0.2 μM each primer, and about 2 ng cDNA in a final volume of 25 μL. Three sample replicates were employed for each sample and a template-free negative control was performed. Data were normalized relative to Pp1s40_169V6.1 or Pp1s17_377V6.1, which exhibited relatively stable expression levels in all day-3 to day-30 samples and in chloronema and caulonema samples (Additional file 7). 

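In the tag libraries the internal control gene Pp1s40_169V6.1 had 3959, 4233, 3825 and 1810 tags at days 3, 14, 24 and 30, with deposited TPM values of 529, 515, 476 and 512, and it was called in no comparison after TMM scaling. With the deposited TPM it was called between the captured tissues, with a log2 ratio of caulonema to chloronema of 1.23. Pp1s17_377V6.1 had 2006 tags in chloronema and 2084 in caulonema, with deposited TPM values of 611 and 612. After TMM scaling its value was 1.69-fold (95% interval 1.59 to 1.79) higher in chloronema, under the 2-fold threshold, and with the deposited TPM it was not higher there.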

Melting curves were performed on the product to test if only a single product was amplified without primer dimers and other bands. The products with all primer combinations were visualized in a 2% agarose gel to confirm the generation of a single product of the correct size. Relative quantitative analysis was performed using comparative quantitation by Rotor-Gene Real-Time Analysis 6.1 software.

## Authors' contributions

LHX carried out the plant material preparation, RNA extraction, sequence analysis, and contributed to data interpretation and manuscript writing. HW prepared part of the plant material. PW provided assistance with significance testing of the sequence data using *edgeR*. TYK participated in manuscript modification. YKH conceived the study, led the experiment design and coordinated all the research activities, contributed to interpretation of the data, manuscript writing and modification. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Summary of Solexa tags in the cDNA libraries**. Click here for file

Additional file 2 **Distribution of distinct clean tags in each sample**. Click here for file

Additional file 3 **Smear plots from the *edgeR*-based analysis of gene expression**. Genes are plotted based on their log-fold change of transcript abundance between two compared samples on the *y*-axis and log concentration on the *x*-axis for raw tag libraries separately. Differentially expressed genes are shown in red. Click here for file

Additional file 4 **Complete list of transcripts attributed to different developmental stages and chloronemal or caulonemal tissues in 14-day-old protonema during *P. patens *gametophyte development**. Click here for file

Additional file 5 **Gene ontology enrichment results for differentially expressed genes**. Click here for file

Additional file 6 **The primer sequences of the randomly selected and internal genes used for real-time PCR analysis**. Click here for file

Additional file 7 **Expression level of internal genes in each sample in the real-time PCR analysis**. Click here for file

Additional file 8 **Complete list of each K-means cluster during gametophyte development in *P. patens***. Click here for file

# Supplementary material for: Genome-wide transcriptome analysis of gametophyte development in Physcomitrella patens
**Source:** BMC Plant Biol. 2011 Dec 15;11:177. doi: 10.1186/1471-2229-11-177
**Supplement:** Additional file 6 — The primer sequences of the randomly selected and internal genes used for real-time PCR analysis.

Additional file 5. The primer sequences of the random selected genes for Real-Time PCR.

*a internal control for 3-day to 30-day’s samples;

| gene ID | sense primer | reverse primer |
| --- | --- | --- |
| Pp1s156_120V6.1 | TGAAGCCTGTGACTGGTG | GCTGCGAACTCAAATCC |
| Pp1s130_191V6.3 | TGTGCCCTCACCGTTTAT | CCACTTCCTTCTCCGTCTT |
| Pp1s154_131V6.1 | GCGGGTTCGCACATTAC | AGGGCAGTTACAGGGTTGA |
| Pp1s170_67V6.1 | GGGAGGGAGTGATGGAGT | TGCTGTGAATGCGTATGG |
| Pp1s20_229V6.1 | GCGTCTGATGAACCTGGGATG | AGTGGGCGGGCTTGTATGG |
| *a Pp1s40_169V6.1 | GCCGTTGAAGGGTCTA | AGGACTCCGACTTAGGTTA |
| *b Pp1s17_377V6.1 | AACGGCTGTGGCTGTGA | TGCCTGATGGCGTAAAT |

*b internal control for chloronema and caulonema samples.

# Supplementary material for: Genome-wide transcriptome analysis of gametophyte development in Physcomitrella patens
**Source:** BMC Plant Biol. 2011 Dec 15;11:177. doi: 10.1186/1471-2229-11-177
**Supplement:** Additional file 7 — Expression level of internal genes in each sample in the real-time PCR analysis.

Additional file 7. Expression level of real-time PCR internal genes in each sample.

| gene ID | 3d  (raw tag) | 14d  (raw tag) | 24d  (raw tag) | 30d  (raw tag) | Chloronema  (raw tag) | Caulonema  (raw tag) | 3d  (tags/TPM) | 14d  (tags/TPM) | 24d  (tags/TPM) | 30d  (tags/TPM) | Chloronema  (tags/TPM) | Caulonema  (tags/TPM) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *a Pp1s40_169V6.1 | 3959 | 4233 | 3825 | 1810 |  |  | 528.84 | 514.77 | 475.84 | 511.71 |  |  |
| *b Pp1s17_377V6.1 |  |  |  |  | 2006 | 2084 |  |  |  |  | 610.74 | 612.5 |

*a internal control for 3-day to 30-day’s samples;

*b internal control for chloronema and caulonema samples.

How the deposited data were processed for this re-analysis (not part of the article)

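Transcripts of Physcomitrella patens were measured by digital gene expression tag profiling in 6 libraries, 1 each of gametophytes at days 3, 14, 24 and 30 after protoplast isolation and of laser-captured chloronemal and caulonemal cells of 14-day-old protonemata. Each library was made from 3 pooled biological replicates. The submitters' labels give the tissue of days 3, 14 and 24 as leafy shoot and the paper gives it as protonema, and the paper was followed. The deposited tag counts per gene model were made by the authors, who removed adaptor-only, ambiguous, too long, too short and single-copy tags, matched the 21-nt tags to the gene models of Phytozome v7.0 with at most 1 mismatch and discarded tags that matched several genes. The paper names blastn for the matching and the submitters' processing notes name Bowtie, and a version is not given in the sources used here. The deposited TPM values are the same counts divided by the authors by the size of the library. Their divisor was 105%, 104%, 107% and 100% of the paper's clean tags at days 3, 14, 24 and 30, and 100% in chloronema and in caulonema. Each gene model also carried the number of its CATG site from the 3' end. Of the rows of Additional file 4, the first 21.5% were at hand, and all 6 counts in each of them equalled those used here. No identifier matched the RefSeq gene table of a later assembly, so that no coordinates are given.

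The libraries held 6188001, 7027742, 5857712, 2281272, 1733082 and 2557991 gene tags at day 3, day 14, day 24, day 30, chloronema and caulonema. Library sizes were scaled by TMM in edgeR 4.0.16, and the tags of a gene in 2 libraries were compared by an exact two-sided binomial test in scipy 1.17.1 with Benjamini-Hochberg adjustment over the tested genes. With 1 library per condition the edgeR quasi-likelihood test could not be fitted. Intervals of ratios are exact binomial and those of levels exact Poisson at 95%, and PCR copies are not independent molecules, so that they cover counting error only. Genes called in a developmental comparison were assigned the day of their highest normalized value and clustered by k-means (scikit-learn 1.9.0, 6 clusters, 50 starts) on the log2 ratio to day 3 after 0.5 tags were added. For 21 lists of GO terms, the median log2 ratio of the members was set against 10000 random lists of the same size matched on abundance in 20 bins, as a description of these libraries, and a list stood apart outside percentiles 2.50 to 97.5. The lists share members. Counts of called members in all 83 combinations of list and comparison were equal when adjusted over the list alone, and setting unlisted members to the bound of 3 tags moved list medians by up to 0.03. The equal counts are no check, as the limit on the adjusted p rarely decided a call. Raising it to 0.01 left 3112, 3920 and 1646 genes called for day 14 against 3, day 24 against 14 and the captured tissues. For day 30 against 24 it moved 4536 to 4545. The test was tried on simulated data of the same depths and with counting error alone, where genes changed 4-fold were recovered in 100%, 100%, 96.9% and 100% of cases for day 14 against 3, day 24 against 14, day 30 against 24 and the captured tissues (7407, 7428, 7221 and 4725 genes), and 5.50%, 6.00%, 3.50% and 6.00% of 200 random lists fell outside the central 95%. Overlaps of comparisons that share a library were also simulated without change, at assumed coefficients of variation between libraries of 0.2 and 0.4, after the data had been examined.

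The lists, the thresholds, the alternatives apart from the setting without day 30, and the rule for the genes named were fixed before the data were examined. The rule took every gene that the paper names by identifier, the 10 called genes with the highest and the 10 with the lowest ratio in each comparison, ranked by the bound of the interval nearest to 1 and named where a source gives a name, and the 2 called members with the most tags in each direction of each list. The values of the genes in Additional files 6 and 7, in Figure 4 and in the part of Additional file 4 at hand had been open when it was written. Alternatives were total gene tags, DESeq2 1.42.0 size factors and the deposited TPM as scalings, no filter or over 100 tags in both libraries together, a 4-fold threshold, an adjusted p under 0.01, edgeR exact tests with an assumed or a 1-group dispersion, the same tag position in both libraries, over 10 tags for lists, over 500 tags for the comparison of day 14 with the captured tissues, and k-means on the log2 level. Of 44 genes named in the paper, 40 had a value, and the others are not analysed here. The paper's enrichment of GO terms was not repeated, and its qRT-PCR was not analysed here beyond reading the bars of Figure 4 by eye. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.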

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

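The comparison of library sets was chosen after its result had been seen, and the test of base composition was moved to all genes after its result over fewer genes had been seen. Across 8474 genes, the log2 ratio of day 30 to day 24 correlated with that of the captured tissues to day 14, with Pearson 0.577 and Spearman 0.553 (genes are not independent replicates), a pair of contrasts that the paper does not compare and that share no library. Base composition of the tag is argued against as the whole cause, since the value was 0.570 after the median at each GC share was subtracted, and a first run over the 5062 genes with the same tag in all 5 libraries, or 59.7% of the genes and too few for that check, gave 0.521 from 0.527. Lower depth and different tags for the same gene are argued against in the same way, with 0.559 after each library was thinned to 1733082 gene tags and 0.527 over genes with the same tag. A difference between days 3, 14 and 24 on the one side and day 30, chloronema and caulonema on the other may contribute, as the median Spearman correlation of levels was 0.633 between libraries of the same side and 0.441 between the sides, with day 14 at 0.690 to day 3, 0.658 to day 24, 0.657 to chloronema and 0.633 to caulonema. The Spearman correlation of day 30 was 0.596 to chloronema and 0.609 to caulonema. To days 3, 14 and 24 it was 0.381, 0.368 and 0.401. The divisor of the deposited TPM split the libraries likewise. It was above the paper's clean tags at days 3, 14 and 24 and equal to them in the others. By the listed tag day 24 lay apart from its side. It shared the tag with days 3 and 14 for 80.4% and 78.0% of genes, against 90.5% between days 3 and 14. The captured cells came from 14-day protonemata, so that age does not separate these sides, and a biological difference, with leafy shoots at day 30 and single cell types in the captured tissues, stays open and was not tested.

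At day 14, 34.0% of 6963 genes lay over 2-fold outside the range of the captured tissues, 1791 above both and 576 below both, and the paper does not compare these libraries. The share was 32.2% with total gene tags (1325 above and 914 below), 30.6% with the deposited TPM (1691 and 440) and 39.7% over genes with more than 500 tags (786 and 104). Genes entered with over 100 tags, counted before scaling, in at least 1 of these libraries. The day-14 library was the deepest of them, with 7027742 gene tags against 1733082 and 2557991. This favours genes high at day 14, so that part of the excess above both may come from the filter. The tag position column, on which the paper does not report, placed 71.1% of the gene tags at the 3'-most site at day 30, against 53.9% to 67.3% in the other libraries. By genes this was no trait of day 30 alone. The share of genes listed at that site was 80.0% at day 30, 77.8% in chloronema and 78.7% in caulonema. At days 3, 14 and 24 it was 63.1%, 61.4% and 66.5%, the same split of the libraries as above.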

How the results depend on the processing

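The setting without day 30 was chosen after seeing the data. In the order day 14 against 3, day 24 against 14, day 30 against 24 and caulonema against chloronema, the genes called numbered 4723, 6186, 7464 and 2791 with no filter on low counts and 1142, 1378, 2694 and 429 with a 4-fold threshold, of which the first tests more genes and the second asks for larger ratios. An edgeR exact test with an assumed biological coefficient of variation of 0.2 called 1507 genes for day 14 against 3, 1998 for day 24 against 14 and 603 for the captured tissues, with 1089 genes highest at day 3 and 2516 in k-means clusters highest at day 30. At 0.4 it called 274, 123, 763 and 10 genes, 1075 in the developmental comparisons and 1081 in all, of which 284, 228, 286 and 277 were highest at days 3, 14, 24 and 30, and the k-means clusters highest on these days held 411, 95, 273 and 296. At this value 36.9% of the genes called for day 14 against 3 were higher. Both assume more spread between plants than the binomial test, which has none. With the dispersion estimated from the libraries as 1 group, 0, 0, 0 and 2 genes were called, 0 in the developmental comparisons and 2 in all, so that days of maximum and k-means clusters were not run, and 2 libraries leave no spread within a condition to estimate. Clusters on the log2 level held 0, 3375 and 0 genes highest at days 3, 14 and 24, and without day 30 clusters highest at day 14 held 2713, where the cause was not tested. With total gene tags 58.0% of the genes called for day 24 against 14 and 70.0% of those for the captured tissues were higher, and with the deposited TPM 88.2% of the latter, as these scalings shift all ratios by a constant.

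All 18 totals (genes called, alone and over several comparisons, days of maximum, k-means clusters, and the share outside the captured tissues at day 14) stayed within 1.5 times of the values given beside the claims under total gene tags, the deposited TPM and, where run, DESeq2 size factors, and so did the genes called with over 100 tags in both libraries together, an adjusted p under 0.01 or the same tag position. The setting of the adjusted p is no check, as that limit rarely decided a call. Splits by direction did not all stay within 1.5 times. Genes higher in caulonema went from 936 to 1978 with the deposited TPM and those higher in chloronema moved by over 1.5 times as well, and genes below both captured tissues at day 14 went from 576 to 914 with total gene tags. Of 83 list medians, 81 kept their side of the random lists under the 3 other normalizations and 71 also over genes with more than 10 tags and with the same tag position. The first number is no check of the lists, as another scaling shifts all ratios of a comparison by a constant. A list could then move only through the abundance bins of its random lists. Of 458 results for named genes, 404 kept call and direction under all 3 normalizations. Calls were lost in 33 and gained in 5 with total gene tags, 9 and 1 with DESeq2 size factors and 31 and 7 with the deposited TPM, and none changed direction. No paired analysis was possible because each condition has 1 library. Recovery of genes changed 2.5-fold on libraries simulated with counting error alone was lowest for day 30 against 24, at 90.9% over 7221 genes, and highest for day 24 against 14, at 98.5% over 7428 genes.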

Differences from the paper's values

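The paper's Methods give 2 sets of thresholds, a ratio over 2-fold with p under 0.01 and an FDR under 0.001, and edgeR with over 100 tags and a corrected p under 0.01, and its results name edgeR for the total, so that it is open which test its counts come from. The counts below join the limits on tags, ratio, p and FDR in a binomial test and may not be like for like with the paper's. The edgeR run with a 1-group dispersion at the prior weight of 100 that the paper gives called 2 genes in all. The alternatives were set before the data were examined except where stated. In all, 7673 genes were called, against the paper's 4333, and 7358 in the developmental comparisons, against the paper's 4129. With the edgeR exact test at an assumed coefficient of variation of 0.2 the numbers were 5375 and 5160, within 1.5 times of the paper's, whereas under total gene tags, DESeq2 size factors, the deposited TPM, the coefficient of 0.4 and the 1-group dispersion they were not. Genes called in 2 developmental comparisons numbered 2706, against the paper's 783, and in 3 comparisons 752, against the paper's 106. The paper words these as genes preferential at 2 stages and at more than 2, so that the groups may be defined otherwise. None of these alternatives came within 1.5 times of either. Between the captured tissues 1646 genes were called, against the paper's 423 in its results and 358 in its discussion. With a 4-fold threshold the number was 429, within 1.5 times of both, and with the coefficient of 0.2 it was 603, within 1.5 times of the first. Those higher in caulonema numbered 936, against the paper's 223 (256 at 4-fold and 317 with the coefficient of 0.2), and those higher in chloronema 710, against the paper's 200 (173 and 286, and within 1.5 times with the deposited TPM too). The other normalizations, the other filters, the adjusted p under 0.01, the same tag position, the coefficient of 0.4 and the 1-group dispersion did not come within 1.5 times of any of these.

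Figure 3A of the paper, read by eye, shows about 520 genes higher and about 610 lower at day 14 than at day 3, where 1550 and 1562 were called here. In Figure 3A, read by eye, about 660 genes were higher and about 720 lower at day 24 than at day 14, and 1832 and 2088 were called here. Read by eye from Figure 3A, about 1400 were lower at day 30 than at day 24, and 2853 were called here. With a 4-fold threshold these 5 numbers were 570, 572, 603, 775 and 1764, each within 1.5 times of the figure. With the coefficient of 0.2 they were within 1.5 times of the figure for 762, 745, 861 and 2051 genes and not for those lower at day 24, and the remaining alternatives did not come within 1.5 times.

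Additional file 1 of the paper gives fewer unambiguous tags mapped to genes than the deposited counts sum to. At day 14 the paper's value is 4627293 and the deposited counts sum to 7027742. At day 24 the paper's value is 3801236 and the deposited counts sum to 5857712. At day 30 the paper's value is 1419396 and the deposited counts sum to 2281272. In chloronema the paper's value is 1150921 and the deposited counts sum to 1733082. None of the alternatives bears on these sums.

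Of 29 genes that the paper gives with a day of maximal expression, 28 had their highest value on that day. The match is no independent check, as the paper took the days from the same libraries. The exception was MPK12 (Pp1s20_265V6.1), which the paper places at day 30, and which had 111 tags at day 24 and 8 at day 30. The paper describes a k-means pattern with its maximum at day 14, whereas no cluster on the ratio to day 3 was highest then. This rests on a near tie, as the centre of the cluster of 2054 genes was 0.40 at day 14 and 0.48 at day 24. Clusters highest at day 14 held 3375 genes on the log2 level and 95 with the coefficient of 0.4, and 2713 without day 30, a setting chosen after seeing the values that drops 6 of the 34 genes named by the paper and called in a developmental comparison.

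Of the 5 genes measured by qRT-PCR, the paper describes similar trends in both assays. The qRT-PCR bars of Figure 4 were read by eye here. With the deposited TPM all 5 have their highest value in the same library in both assays. After TMM scaling Pp1s170_67V6.1 does not, with 243 normalized TPM at day 30 and 215 in caulonema. In Figure 4 the qRT-PCR bars of Pp1s20_229V6.1 in chloronema and caulonema stand much nearer to that of day 14 than the deposited TPM values do, which were 11.6 and 15.0 against 495 (21.7 and 16.6 against 696 normalized TPM after TMM scaling), while both assays are highest at day 14 and lowest at day 30. For Pp1s156_120V6.1 the qRT-PCR bars of the captured tissues are close to each other, where the deposited TPM was 96.5 in chloronema and 345 in caulonema. After TMM scaling these were 181 and 382 normalized TPM, 2.11-fold (95% interval 1.86 to 2.40) higher in caulonema.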

Other observations

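Genes of hormone response and signalling had 19 higher and 46 lower members of 149 at day 14 against day 3 (percentile 0.0100 of the random lists) and 54 higher and 25 lower members of 156 at day 24 against day 14 (percentile 99.9), and stood apart in both. Between the captured tissues 18 of 72 members were higher in caulonema and 7 lower (percentile 45.7). A gene matched to histones H3 and H4 (Pp1s35_164V6.1), core proteins of chromatin, had 6, 502, 30 and 2 tags at days 3, 14, 24 and 30 and rose 81.7-fold (95% interval 37.3 to 224) from day 3 to day 14, and a histone chaperone (Pp1s319_51V6.1) rose 10.7-fold (95% interval 8.37 to 13.9). The chromatin remodeler CHR11 (Pp1s123_125V6.1) fell from 246 to 105 tags. Chromatin and histone genes as a list had 8 higher and 5 lower members of 47 in that comparison, 6 higher and 15 lower members of 35 at day 30 against day 24 and 4 higher and 3 lower members of 19 in caulonema against chloronema, and did not stand apart in any of them, except in caulonema over genes with more than 10 tags (percentile 2.02, 71 members). Ubiquitin and proteasome genes had 8 higher and 25 lower members of 158 at day 14 against day 3 (percentile 3.02), 33 higher, 38 lower and 95 not called at day 24 against day 14 and 34 higher and 59 lower members of 151 at day 30 against day 24, and stood apart in none. A ubiquitin-conjugating enzyme gene (Pp1s219_106V6.1) was called between the captured tissues and in no developmental comparison, 2.16-fold (95% interval 1.92 to 2.42) higher in caulonema.

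Osmotic stress genes had 21 higher and 35 lower members of 124 at day 24 against day 14, 27 higher and 40 lower members of 118 at day 30 against day 24 and 16 higher and 14 lower members of 80 in caulonema against chloronema. A gene matched to a mitochondrial P5CDH (Pp1s41_177V6.1), an enzyme of proline breakdown, had 2354, 986, 2457 and 89 tags at days 3, 14, 24 and 30 and was called in each of the 3 developmental comparisons, lower, higher and lower again. Antioxidant and reactive oxygen genes had 16 higher and 22 lower members of 65, 14 higher and 25 lower members of 57 and 15 higher and 9 lower members of 46 in the same order. None of these lists stood apart in these comparisons. Protein folding and heat response genes had 7 higher and 6 lower members of 22 at day 30 and 0 higher and 3 lower members of 15 in caulonema, genes of cell division, DNA replication and microtubules 13 higher and 5 lower members of 43 in caulonema, and protein methylation genes 1 higher and 3 lower members of 11 at day 24 and 1 higher and 5 lower members of 9 at day 30, and these did not stand apart either. With the deposited TPM protein folding genes had 3 higher and 0 lower members in caulonema, and osmotic stress genes 31 and 3. In the comparison of day 14 with both captured tissues, 25.7% of the genes lay over 2-fold above both and 8.27% below both, with 19.0% and 13.1% after scaling by total gene tags and 24.3% and 6.32% with the deposited TPM. After TMM scaling alone, translation factors had 32 above and 3 below of 93, antioxidants 23 above and 3 below of 60, cell division genes 27 above and 2 below of 72, protein kinases 46 above and 25 below of 163 and starch and sucrose genes 4 above and 7 below of 27. These numbers carry no test, and the lists were not counted under the other scalings. The filter on tags before scaling favours genes high at day 14, the deepest library, here too. Among genes with over 20 tags in both libraries of a pair, the listed tag sequence was the same for 90.5% at days 3 and 14 and for 90.1% to 91.9% between day 30, chloronema and caulonema. It was the same for 80.4% at days 3 and 24, for 78.0% at days 14 and 24, and for 74.5% to 80.7% in the other pairs.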
